# Inhibition of serotonin-Htr2b signaling in skeletal muscle mitigates obesity-induced insulin resistance

**DOI:** 10.1038/s12276-025-01460-x

**Published:** 2025-06-02

**Authors:** Suhyeon Park, Hyeongseok Kim, Soyeon Shin, Yeongmin Kim, Yunwon Kang, Hye-Na Cha, So-Young Park, Sangkyu Park, Chang-Myung Oh

**Keywords:** Metabolic syndrome, Transcriptomics

## Abstract

Obesity-induced insulin resistance is a major cause of metabolic disorders, including type 2 diabetes mellitus. Although peripheral serotonin (5-hydroxytryptamine, 5-HT) has been implicated in energy balance and metabolism, its effect on skeletal muscle insulin sensitivity remains unclear. Here we identified the 5-HT receptor 2b (Htr2b) as a critical regulator of insulin sensitivity and energy metabolism in the skeletal muscle. Using genetic and pharmacological approaches, we showed that muscle-specific *Tph1*-knockout (*Tph1* MKO) mice fed a high-fat diet exhibited reduced body weight, increased lean mass and improved glucose tolerance compared with wild-type mice. The pharmacological inhibition of Htr2b in myotubes reversed palmitate-induced insulin resistance and increased glycolytic activity. Moreover, muscle-specific *HTR2b*-knockout (*HTR2b* MKO) mice exhibited improved glucose uptake, insulin sensitivity and overall metabolic health under high-fat-diet-induced obesity. Mechanistically, both *Tph1* MKO and *Htr2b* MKO mice showed increased phosphorylation of AKT and AMPK, indicating improved insulin sensitivity and energy metabolism in the skeletal muscle. These findings demonstrate that 5-HT-Htr2b signaling negatively regulates insulin sensitivity and energy metabolism in skeletal muscles, providing new insights into the role of peripheral serotonin in muscle metabolism and potential therapeutic targets for metabolic disorders.

## Blocking serotonin receptor 2b enhances muscle insulin sensitivity

Obesity is a growing global health issue, leading to diseases such as diabetes and heart problems. Researchers are exploring new treatments targeting skeletal muscle, which plays a key role in managing blood sugar. They used mice with diet-induced obesity to study the effects of blocking serotonin signaling in skeletal muscle. They used genetic techniques to create mice lacking specific serotonin receptors in their muscles. They also used drugs to block these receptors in muscle cells grown in the lab. The study found that blocking serotonin improved insulin sensitivity and reduced fat buildup in muscles. This was linked to increased activity of proteins like AKT and AMPK, which help regulate energy use and storage in cells. They conclude that targeting serotonin signaling in muscles could be a promising approach to treat obesity-related metabolic issues. This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Obesity is now widely recognized as a global public health crisis, contributing significantly to the rise in metabolic disorders, including insulin resistance, type 2 diabetes mellitus and cardiovascular disease, as well as the incidence and mortality of many cancers^1^. The global prevalence of obesity nearly tripled between the years 1975 and 2016^2^. Moreover, from 1999 to 2018, the prevalence of obesity in the USA has increased from 30.5% to 42.4%^3^. In Korea, the overall prevalence of obesity was 38.4% in 2021, a 1.27-fold increase from 30.2% in the year 2012^4^.

Skeletal muscle plays a key role in obesity-related metabolic disorders, as it is the primary site for insulin-stimulated glucose uptake, accounting for 80% of postprandial glucose clearance from the bloodstream^5,6^. Therefore, impaired insulin signaling in skeletal muscle is a hallmark of obesity-induced insulin resistance and metabolic dysfunctions^6^. Therefore, skeletal muscle-targeted therapeutics have been proposed for the treatment of metabolic diseases such as obesity and diabetes^7,8^.

Serotonin (5-hydroxytryptamine, 5-HT) is a monoamine neurotransmitter^9^. Accumulating evidence suggests that 5-HT and 5-HT receptors (Htrs) also play important roles in the regulation of energy balance, glucose homeostasis and lipid metabolism in peripheral tissues^10,11^. Notably, 5-HT regulates pancreatic beta cell mass, insulin secretion^12^, energy metabolism in both white and brown adipose tissue^13,14^ and hepatic steatosis and regeneration in the liver^15^. While studies have extensively investigated peripheral 5-HT in metabolic dysfunction, the exact role of 5-HT and its receptor in mediating downstream signaling pathways in skeletal muscle remains underexplored. Elucidation of these mechanisms is critical for the development of effective therapeutic strategies to restore insulin sensitivity and mitigate metabolic complications.

In this study, we investigate the effects of inhibiting 5-HT signaling on skeletal muscle insulin sensitivity in a mouse model of diet-induced obesity. We hypothesize that 5-HT inhibition could restore normal insulin signaling and glucose uptake in skeletal muscles through the 5-HT receptor 2b (Htr2b), thereby alleviating obesity-induced insulin resistance. Using a combination of genetic and pharmacological approaches, we aim to elucidate the underlying mechanisms by which Htr2b inhibition modulates skeletal muscle metabolism and to explore its potential as a therapeutic target for alleviating metabolic diseases associated with obesity.

## Methods

### Reagents

SB204741, insulin (bovine pancreas), d-glucose, AICAR and Compound C were purchased from Sigma-Aldrich. The antibodies used in this study were as follows: rabbit AMPKα (Cell Signaling Technology, #5831), rabbit AMPK β1 (Cell Signaling Technology, #4178), mouse AMPK gamma 1 (Proteintech, 67182-1-Ig), rabbit phospho-AMPKα1 (Ser485)/AMPKα2 (Ser491) (Cell Signaling Technology, #4185), rabbit phospho-AMPKα (Thr172) (Cell Signaling Technology, #2531), rabbit acetyl-CoA carboxylase (Cell Signaling Technology, #3676), rabbit phospho-acetyl-CoA carboxylase (Ser79) (Cell Signaling Technology, #3661), rabbit AKT (Proteintech, 10176-2-AP), rabbit Phospho-AKT (ser473) (Cell Signaling Technology, #9018), rabbit CPT1B (Proteintech, 22170-1-AP), rabbit ATGL (Cell Signaling Technology, #2138), mouse GLUT4 (Cell Signaling Technology, #2213S), rabbit Phospho-HSL (Ser565) (Cell Signaling Technology, #4137), mouse GAPDH (Abbkine, ABL1020), rabbit HSL (Cell Signaling Technology, #4107), rabbit hexokinase II (Cell Signaling Technology, #2867), rabbit IRS-1 (Cell Signaling Technology, #2382), rabbit Phospho-IRS-1 (Ser1101) (Cell Signaling Technology, #2385), rabbit Phospho-LKB1 (Ser428) (Cell Signaling Technology, #3482), rabbit LKB1 (Cell Signaling Technology, #3047), rabbit SIRT1 (Abcam, ab189494), rabbit TPH1 (Invitrogen, MA5-32209), rabbit Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) (Cell Signaling Technology, #4228), mouse PI3 Kinase p85 Alpha (Proteintech, 60225-1-Ig), mouse Total OXPHOS Rodent WB Antibody Cocktail (Abcam, ab110413) and rabbit -5-HT-2B (Abcam, ab221181).

### Cell cultures and treatments

Mouse C2C12 myoblasts were obtained from the Korean Cell Line Bank (Seoul, South Korea) and cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) (Gendepot, CM002-050) supplemented with 10% (v/v) fetal bovine serum and 1% (w/v) penicillin-streptomycin (HIMEDIA, A001-100). The cultures were maintained in a humidified incubator at 37 °C with 5% (v/v) CO_2_. To initiate differentiation, the cells were grown to 70–80% confluence and incubated in DMEM supplemented with 2% (v/v) horse serum (New Zealand origin, 16050122) for 4–6 days with daily medium changes. The fully differentiated myotubes were used in subsequent experiments. A 100 mM palmitate stock solution (Sigma P0500) was prepared in 0.1 M NaOH by heating at 70 °C in a shaking water bath. A 10% (w/v) fatty acid-free bovine serum albumin (BSA) solution (Sigma, #A7030) was prepared using double-distilled water (ddH_2_O) at 55 °C. A 5 mM palmitate/10% (w/v) BSA stock solution was then prepared by mixing 50 µl of the 100 mM palmitate solution with 950 µl of the 10% (w/v) BSA solution, while maintaining the temperature at 55 °C. The *Tph1*-knockout (KO) cell lines were generated using a CRISPR–Cas9 system, as previously described^16^.

For *Tph1* KO, two oligos (5′-CACCGTGGCGTGCGACTTCAGCAGG-3′ and 5′-AAACCCTGCTGAAGTCGCACGCCAC-3′) were inserted into lentiCRISPRv2 puro (Addgene, #98290). *HTR2b* expression was knocked down using siRNA (5′-ATCGAGACTGATGTGATTAAT-3′).

Glucose uptake by the differentiated C2C12 myotubes was measured using the 2-NBDG assay (Abnova, KA6077), employing a fluorescent d-glucose analog. The myotubes were preincubated for 8 h in DMEM containing 0.125 g l^−1^ glucose and 0.25% BSA. The cells were then incubated with 2-NBDG (33 μg ml^−1^) at 37 °C for 1 h. The uptake of 2-NBDG was stopped by removing the incubation medium and washing the cells with phosphate-buffered saline (PBS) to remove free 2-NBDG. Finally, the 2-NBDG fluorescence levels were determined using a fluorescence microscope (Nexcope) and quantified using ImageJ software.

### Animals and diets

To generate muscle-specific *Tph1*-KO (*Tph1* MKO) mice, *Tph1*^*flox/flox*^ mice (MGI:6271993) were crossed with *HSA*-Cre79 mice (MGI:2447635). To generate muscle-specific *Htr2b*-KO mice, *Htr2b*^*flox/flox*^ mice (MGI: 3837400) were crossed with *HSA*-Cre79 mice. The mice were housed in climate-controlled, specific pathogen-free barrier facilities under a 12-h light–dark cycle, with food and water provided ad libitum. All experimental protocols were approved by the Institutional Animal Care and Use Committee of the Gwangju Institute of Science and Technology (no. GIST-2020-105). The mice were fed either a standard chow diet (Research Diet D10001) or a high-fat diet (HFD) (Research Diet D12492, 60% fat calories). The metabolic rate was measured in individual chambers using an eight-chamber, open-circuit Oxymax/Columbus Instruments Comprehensive Lab Animal Monitoring System, as previously described^14^.

### GTT and ITT

The glucose tolerance test (GTT) and insulin tolerance test (ITT) were performed as previously described^14^. For the GTT, the mice were administered 2 g kg^−1^ d-glucose in PBS after overnight fasting. For the ITT, mice were injected intraperitoneally with insulin (1 U/kg) after a 6-h fast. The blood samples were collected from the tail vein at 0, 15, 30, 45, 60, 90 and 120 min after injection.

### Protein extraction and western blot analysis

The scraped cells were homogenized using Φ2.8 mm ceramic beads (Bioprep-A13). The tissue samples were homogenized using a mortar and pestle. Subsequently, 20 mg of the resulting homogenized powder was collected in a microcentrifuge tube for protein analysis. Both the cell and tissue samples were lysed using RIPA buffer (Intro IBS-BR002) supplemented with a phosphatase inhibitor cocktail (GDP, 93300-005), shaken for 1 h at 4 °C in a refrigerated shaker (MyLab, SLRM-3) and then centrifuged at 12,000 rpm for 10 min at 4 °C. The protein concentrations were quantified using the DC Protein Assay Kit I (Bio-Rad, 5000111). The samples containing 25–50 μg of protein were heated in Laemmli buffer (L1100-001) at 95 °C for 5 min. The proteins were separated via sodium dodecyl sulfate–polyacrylamide gel electrophoresis using a 10–12% gradient gel and transferred to polyvinylidene fluoride membranes (West-Q polyvinylidene fluoride membrane) using a wet electroblotting system. The membranes were blocked with 3% BSA for 1 h at room temperature and incubated with primary antibodies overnight. After washing with TBST, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 h at room temperature. The proteins of interest were detected using an enhanced chemiluminescence solution with the WSE-6200 LuminoGraph II.

### RNA sequencing and analysis

Total RNA was extracted from the collected tissues using TRIzol reagent according to the manufacturer’s protocol. The RNA concentration was measured using a NanoDrop spectrophotometer. The RNA sequencing (RNA-seq) libraries were prepared using a TruSeq Stranded mRNA Sample Prep Kit. Sequencing was performed using the Illumina NovaSeq 6000 platform. The data analysis was performed as previously described^17^. The differential gene expression was analyzed using the DESeq2 package (version 1.32.0). The data visualization was performed using the pheatmap, enhanced volcano and ggplot2 packages in R (version 4.4.1). The differentially expressed gene (DEG) results for each group comparison were evaluated using adjusted *P* values calculated using the the Benjamini–Hochberg method. All the data are presented as the mean ± standard error of the mean.

### Serotonin measurement

The sample preparation and measurements were performed as previously described^18^. The samples were homogenized in RIPA buffer, followed by centrifugation at 12,000*g* for 5 min at 4 °C. The supernatants were then mixed with methanol in a 1:1 ratio, centrifuged at 12,000*g* for 15 min at 4 °C and immediately frozen at −80 °C for subsequent analysis. The serotonin levels were measured using liquid chromatography with tandem mass spectrometry^19^.

### Hyperinsulinemic–euglycemic clamp test

A hyperinsulinemic–euglycemic clamp test was conducted to assess insulin sensitivity in the entire body and peripheral tissues. A total of 4 days before the experiment, a catheter was placed in the right internal jugular vein of each mouse. Following a 16-h overnight fast, the catheter was connected to a microdialysis pump (CMA Microdialysis AB) via a Y-shaped connector to infuse insulin (Lilly) and glucose. During the 2-h clamp study, insulin was infused at a rate of 24 pmol kg^−1^ min^−1^, and a 20% glucose solution was administered to maintain plasma glucose levels at approximately 6.5 mM. The blood samples were collected from the tail veins of each mouse. The insulin-stimulated whole-body glucose turnover rate was estimated via continuous infusion of [3–^3^H] glucose (0.1 μCi min^−1^, PerkinElmer). The glucose uptake in skeletal muscle was measured using a bolus injection of 2-deoxy-d-[1–^14^ C] glucose (10 μCi, PerkinElmer). The plasma glucose levels were assessed using a glucose analyzer (Analox), whereas plasma insulin concentrations were determined using an enzyme-linked immunosorbent assay (Merck). The hepatic glucose production during insulin infusion was calculated by subtracting the steady-state glucose infusion rate from the whole-body glucose turnover rate. The glucose uptake in skeletal muscle was determined from plasma 2-[^14^ C] DG profile analyzed with MLAB software (Civilized Software).

### ECAR assay

C2C12 cells were plated on an XF Pro M Cell Culture Microplate, following manufacturer protocols for use with the XF Pro analyzer. The cells were seeded at a concentration of 1000–5000 cells per well in 80 µl DMEM. When the cells reached 80% confluence, the medium was replaced with differentiation medium. The assay medium consisted of pH 7.4 XF DMEM assay medium supplemented with 1 M XF glucose, 200 mM XF glutamine and 100 mM XF pyruvate, all maintained at 37 °C. The XF assays were performed using serial injections of 0.5 µM rotenone plus antimycin A, followed by 50 mM 2-deoxyglucose, with 12 cycles of measurement (3 min each) and 3 min mixing intervals. Before the start of the assay, the cell plates were incubated in a non-CO_2_ incubator at 37 °C for 0.5–1 h for delayed measurement experiments. The extracellular acidification rates (ECARs) were measured using the Seahorse XF Glycolytic Rate Assay (Agilent 103344-100), and the values were normalized to the protein content.

### Histological analysis

For hematoxylin and eosin staining, the tissues were collected and fixed in 4% paraformaldehyde. After fixation, paraffin embedding, sectioning and hematoxylin and eosin staining were performed. The stained slides were imaged using an Olympus VS200 slide scanner. The myofiber size was analyzed using ImageJ and CellProfiler software. For the immunofluorescence analysis, the tissue sections were permeabilized on slides with a buffer containing saponin (Invitrogen) for 10 min at room temperature. The slides were then incubated in PBS with 3% (w/v) BSA for 1 h at room temperature, followed by incubation with anti-Glut4 antibody (1:300 dilution) at 4 °C overnight. After three 10-min washing with PBS, the slides were incubated with Alexa Fluor 594-conjugated goat anti-mouse secondary antibody for 2 h at room temperature in the dark. Finally, Fluoroshield with 4′,6-diamidino-2-phenylindole (DAPI) (F6057, Sigma) was used for nuclear staining. The cells were visualized using an Olympus FV3000RS confocal microscope.

For electron microscopic imaging, the samples were fixed in a solution of 2% glutaraldehyde and 2% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4) for 12 h and then washed in 0.1 M phosphate buffer. Postfixation was performed using 1% osmium tetroxide (OsO_4_) in 0.1 M phosphate buffer for 2 h. The samples were then dehydrated using an ascending ethanol series for 10 min at each concentration, followed by infiltration with propylene oxide for 10 min. Transmission electron microscopy sample preparation and imaging were performed at the Yonsei Advanced Imaging Center. The samples were embedded using a Poly/Bed 812 kit (Polysciences) and polymerized in an electron microscope furnace (TD-700, DOSAKA) at 65 °C for 12 h. The blocks were cut using a diamond knife on an ultramicrotome and sectioned into 200-nm slices, which were stained with toluidine blue for observation under a light microscope. The regions of interest were further sectioned at 80 nm, placed on copper grids and double-stained with 3% uranyl acetate for 30 min followed by 3% lead citrate for 7 min. The imaging was performed using a transmission electron microscope (JEM-1011, JEOL) equipped with a MegaView III CCD camera (Soft Imaging System) at an acceleration voltage of 80 kV.

### Statistical analysis

The sample size, number of replicates for each experimental group and number of independent experiments are shown in the corresponding figure legends. The data are represented as the mean ± standard error of the mean. The multigroup comparisons were performed using one-way or two-way analysis of variance with Bonferroni post hoc tests in GraphPad Prism version 10.3 (GraphPad Software, Inc.) or R 4.4.1, with *P* values < 0.05 considered statistically significant.

## Results

### Inhibition of 5-HT synthesis improves glucose uptake signaling in C2C12 myotubes

To determine whether skeletal muscle cells can produce 5-HT, we evaluated the expression of tryptophan hydroxylase 1 (Tph1)^14^, the rate-limiting enzyme in 5-HT synthesis. A western blot analysis was used to detect Tph1 expression in differentiated C2C12 myotubes (Fig. 1a). Reverse transcription PCR (RT–PCR) was used to identify Htrs in C2C12 myotubes (Supplementary Fig. 1a). Intracellular 5-HT levels were also detected in differentiated myotubes (Fig. 1b). These findings suggest that 5-HT plays a more critical role in modulating the physiological functions of differentiated muscle fibers than in early myogenic processes or muscle stem cell activity. We then generated *Tph1*-KO C2C12 myotubes using a CRISPR–Cas9 system to evaluate the role of 5-HT in glucose metabolism. Depleting 5-HT in C2C12 myotubes led to increased insulin-stimulated AKT phosphorylation, even in palmitate C2C12 cells (Fig. 1c).

**Fig. 1:**
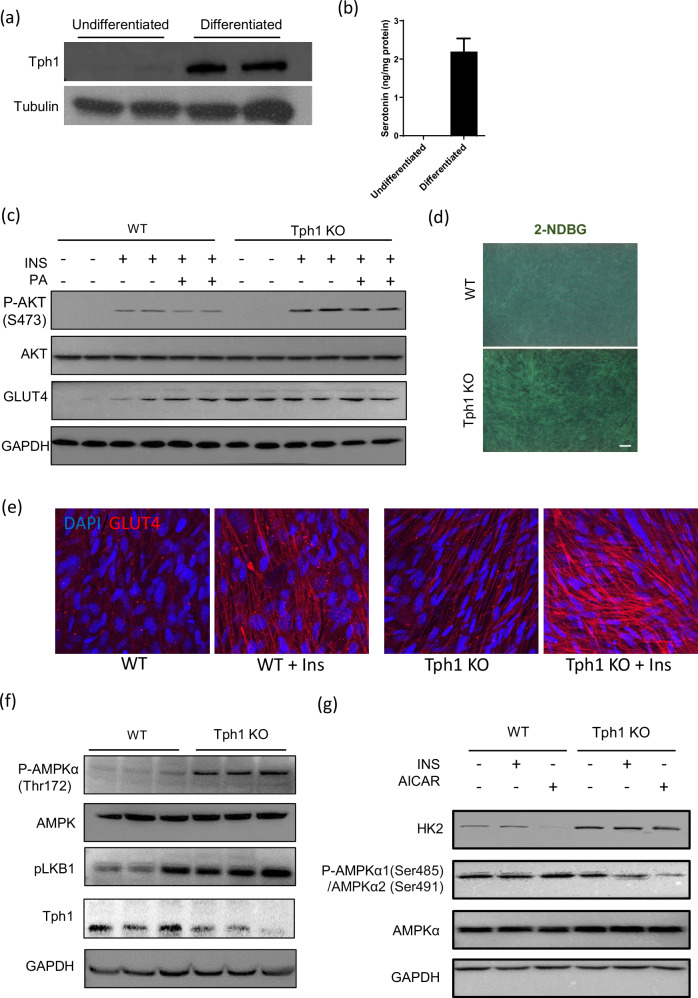
Effects of inhibiting serotonin on C2C12 myotubes. **a** The western blot images of Tph1 expression in undifferentiated and differentiated C2C12 cells, with tubulin as the loading control. **b** The serotonin levels in undifferentiated and differentiated C2C12 cells. **c** Western blot images showing the levels of AKT, phosphorylated AKT^S473^, GLUT4 and GAPDH in WT and *Tph1*-KO C2C12 cells with or without insulin stimulation for 15 min after 24 h of 0.5 mM palmitate treatment. **d** The representative images of 2-NBDG glucose uptake in WT and *Tph1*-KO cells. Scale bar, 100 µm. **e** Representative immunofluorescence images of GLUT4 expression in C2C12 myotubes treated with or without 100 nM insulin for 30 min. **f** The western blot images of phosphorylated AMPKα^Thr172^, AMPK, phosphorylated LKB1 and Tph1 in WT and *Tph1*-KO cells. **g** The western blot images of hexokinase (HK), phosphorylated AMPKα1^Ser485/^α2^Ser491^ and AMPKα in WT and *Tph1*-KO cells after treatment with either 100 nM insulin or 2 mM AICAR.

Glut4 protein expression, essential for insulin-mediated glucose transport in skeletal muscle^20^, was increased in *Tph1*-KO myotubes compared with wild-type (WT) myotubes, and this increase was accompanied by an increase in glucose uptake (Fig. 1c, d). In addition, immunofluorescence staining revealed elevated Glut4 levels in insulin-stimulated *Tph1*-KO myotubes versus WT cells (Fig. 1e).

AMPK (5′-adenosine monophosphate-activated protein kinase) is a key cellular energy sensor^21^ that plays a critical role in the regulation of skeletal muscle metabolism, fincluding glucose uptake^22^ and fatty acid oxidation^23^. *Tph1*-KO myotubes exhibited increased Lkb1 and AMPKα^Thr172^ phosphorylation and reduced AMPKα1^Ser485^/α2^Ser491^ phosphorylation, indicating enhanced Lkb1/AMPK signaling (Fig. 1f, g)^24,25^. In addition, hexokinase 2 (Hk2) levels were higher in *Tph1*-KO myotubes than in WT myotubes (Fig. 1g).

### Inhibition of 5-HT synthesis in skeletal muscle protects against HFD-induced insulin resistance

To evaluate the role of 5-HT in skeletal muscle in vivo, we generated skeletal muscle-specific *Tph1*-KO (*Tph1* MKO) mice (Fig. 2a and Supplementary Fig. 1b) and evaluated their phenotypes in a diet-induced obesity model. Both WT and *Tph1* MKO mice exhibited similar body weight, glucose tolerance and insulin resistance (Supplementary Fig. 1c–e). However, after 12 weeks of HFD feeding, *Tph1* MKO mice exhibited reduced body weight, increased lean mass and improved glucose tolerance and insulin sensitivity compared with WT mice (Fig. 2b, c).

**Fig. 2:**
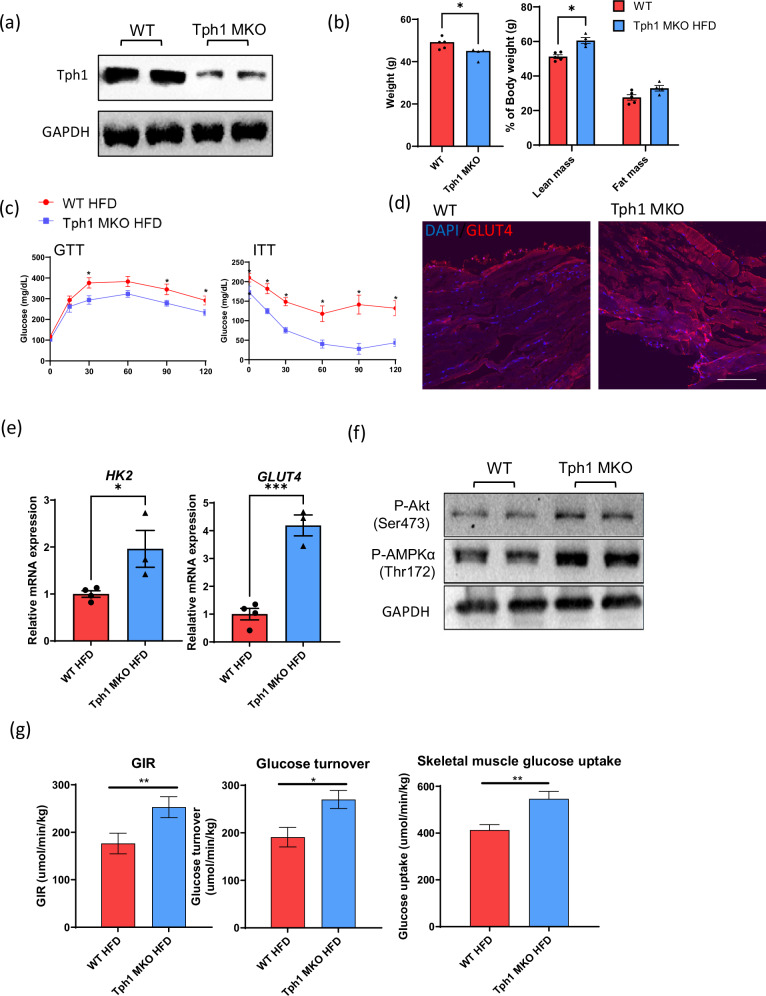
*Tph1* KO in skeletal muscle protects against HFD-induced obesity and insulin resistance. **a** The Tph1 expression in quadriceps muscle of WT and *Tph1* muscle-specific-KO (*Tph1* MKO) mice. **b** Body weight and body composition analysis (*n* = 4 or 5 per group) measured via dual energy X-ray absorptiometry after 12 weeks of HFD feeding. **c** The results of the GTT and ITT after 16 and 6 h of fasting, respectively (*n* = 4–6 per group). **d** Immunofluorescence staining of GLUT4 (red) in quadriceps muscle from WT and *Tph1* MKO skeletal muscle. The nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. **e** The relative mRNA expression of Hk2 and GLUT4 in quadriceps muscle from mice fed a HFD, assessed via qRT–PCR. **f** Western blot images showing phosphorylated AKT and phosphorylated AMPKα^Thr172^ from WT and *Tph1* MKO skeletal muscle after HFD feeding. **g** The measurement of insulin levels, glucose turnover and skeletal muscle glucose uptake in WT and *Tph1* MKO mice during clamp studies. GIR, glucose infusion rate. *P < 0.05, **P < 0.01.

Immunofluorescence staining revealed increased Glut4 expression in the skeletal muscle of *Tph1*-KO mice compared with that of WT mice (Fig. 2d). In addition, the relative expression levels of *Hk2* and *Glut4* were significantly higher in *Tph1*-KO mice (Fig. 2e). The protein analysis further revealed an increase in Glut4 expression as well as increased phosphorylation of AKT and AMPKα^Thr172^ in *Tph1*-KO mice compared with WT mice (Fig. 2f and Supplementary Fig. 1f). The hyperinsulinemic–euglycemic clamp study also showed improved insulin sensitivity and glucose uptake in the skeletal muscle of *Tph1*-KO mice (Fig. 2g).

### Inhibition of 5-HT synthesis in skeletal muscle protects against HFD-induced myosteatosis

Excessive fat accumulation in skeletal muscle, termed myosteatosis, has been positively correlated with insulin resistance associated with obesity^26,27^. After 12 weeks of HFD feeding, histological analysis revealed a significant reduction in lipid deposition in the skeletal muscle of *Tph1*-KO mice compared with that in WT controls (Fig. 3a, b). In addition, metabolic cage assays revealed increased oxygen consumption in *Tph1*-KO mice, suggesting increased energy expenditure and metabolic activity compared with WT mice (Fig. 3c).

**Fig. 3:**
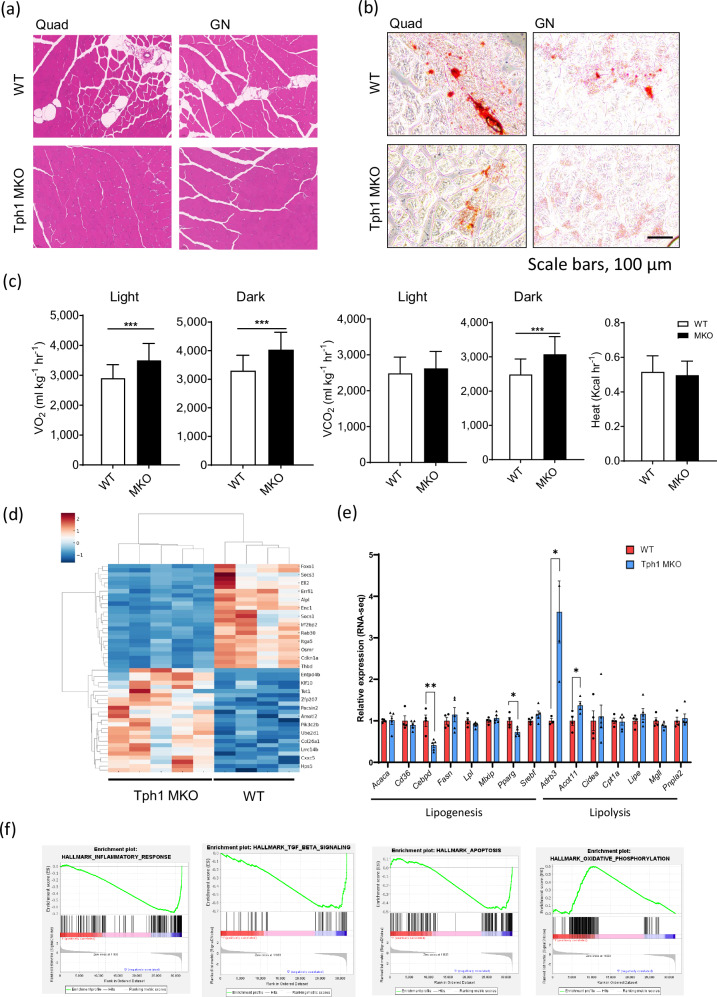
Effect of *Tph1* muscle KO on energy metabolism. **a** Hematoxylin and eosin (H&E) staining of quadriceps (Quad) and gastrocnemius (GN) muscles from WT and *Tph1* MKO mice after 12 weeks of HFD feeding. **b** Oil Red O staining of skeletal muscle sections. Scale bar, 100 µm. **c** The metabolic rates of WT and *Tph1* MKO mice under light and dark cycles after 12 weeks of HFD feeding. **d** A heat map showing the DEGs identified via bulk RNA-seq analysis of skeletal muscle from WT and *Tph1*-KO mice. **e** The relative expression of genes involved in lipogenesis and lipolysis from skeletal muscle transcriptome data of WT and *Tph1* MKO mice. **f** The enrichment plots for the inflammatory response pathway, TGF-beta signaling pathway, apoptosis pathway and oxidative phosphorylation pathway. *P < 0.05, **P < 0.01, *** P < 0.001.

To obtain a comprehensive understanding of the effects of 5-HT depletion on skeletal muscles, we conducted RNA sequencing (RNA-seq) of skeletal muscle tissues from HFD-fed *Tph1*-KO and WT mice. Figure 3d shows a heat map illustrating the DEGs between the *Tph1*-KO and WT groups, highlighting the distinct gene expression profiles between the two conditions. The top 20 upregulated and top 20 downregulated DEGs were ranked according to log_2_ fold change, with an adjusted *P* value <0.05 (Supplementary Fig. 2a). The RNA-seq data revealed decreased expression of lipogenic genes, including CCAAT/enhancer-binding protein delta (*Cebpd*) and peroxisome proliferator-activated receptor gamma (*Pparg*) and increased expression of lipolytic genes, including adrenoceptor beta 3 (*Adrb3*) and acyl-CoA thioesterase 11 (*Acot11*) (Fig. 3e). We then performed a gene set enrichment analysis (GSEA) of the DEGs using the RNA-seq data. The results negative enrichment for inflammation-related genes and positive enrichment for genes involved in oxidative phosphorylation (Fig. 3f and Supplementary Fig. 2b).

To further investigate the biological functions of the DEGs, we performed gene ontology (GO) functional classification analysis (Supplementary Fig. 2c). In the biological process (BP) category, the top three significantly enriched terms were ‘biological regulation’, ‘metabolic process’ and ‘response to stimuli’. For the cellular component category, the most enriched terms were ‘membrane’, ‘nucleus’ and ‘protein-containing complexes’. In the molecular function category, the most enriched terms were ‘protein binding’, ‘ion binding’ and ‘nucleic acid binding’.

### 5-HT regulates glucose metabolism through Htr2b in C2C12 myotubes

The physiological effects of 5-HT are mediated by various Htrs involved in different biological processes. To determine the Htr subtype that mediates the role of 5-HT in the development of insulin resistance in skeletal muscles, we analyzed the expression of several Htr genes in mouse tissues. Notably, the expression of *Htr2b* was higher than that of other *Htrs* in the skeletal muscle, suggesting a possible link between Htr2b and skeletal muscle energy metabolism (Fig. 4a). When we blocked Htr2b signaling with SB204741, an Htr2b inhibitor^28^ in C2C12 myotubes, we observed a marked increase in insulin-stimulated AKT phosphorylation (Fig. 4b). The phosphorylation of AMPKα^Thr172^ was also significantly increased (Fig. 4c). Moreover, SB204741 treatment increased glucose uptake in C2C12 myotubes (Fig. 4d). Knockdown of *Htr2b* in C2C12 myotubes also increased insulin-stimulated AKT phosphorylation and elevated Glut4 expression in palmitate-treated cells (Supplementary Fig. 3a,b).

**Fig. 4:**
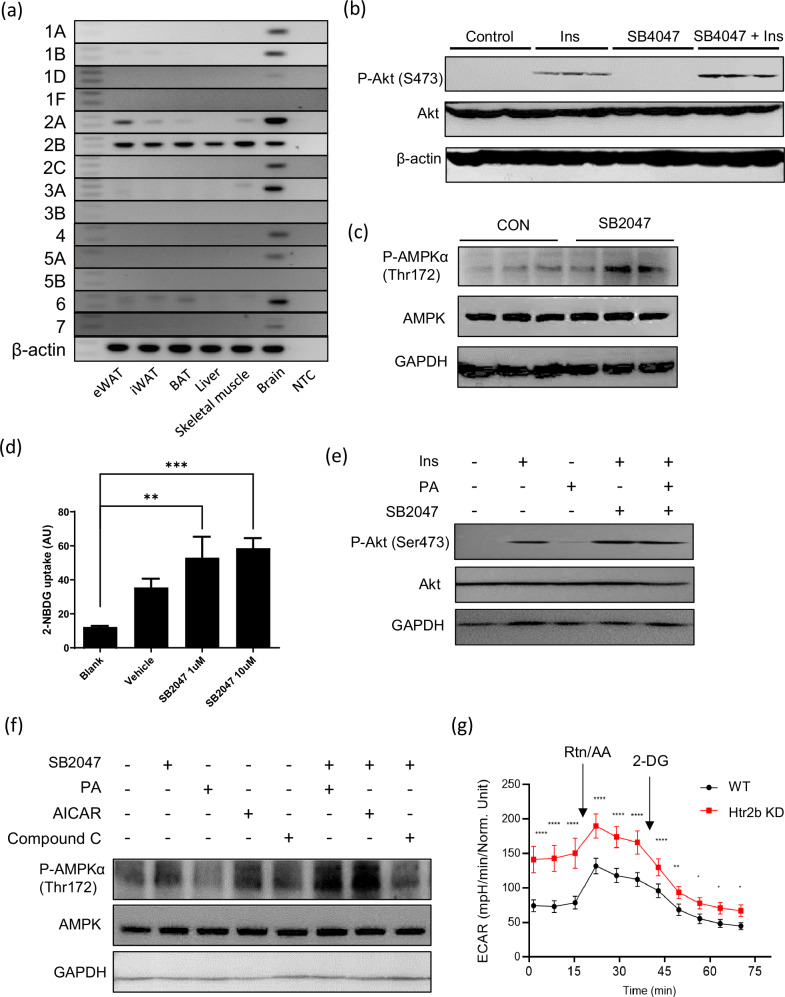
Effect of inhibiting Htr2b signaling on C2C12 myotubes. **a** mRNA detection of 5-HT receptors (Htrs) in brain and peripheral tissues using RT–PCR. eWAT, epididymal white adipose tissue; iWAT, inguinal white adipose tissue; BAT, brown adipose tissue; NTC, no template control. **b** Western blot images showing the effect of SB204741 (an Htr2B inhibitor, SB2047, 50 nM) on phosphorylated AKT^Ser473^ and total AKT levels in C2C12 myotubes with or without insulin treatment (100 nm for 30 min). **c** Western blot images showing the effect of SB2047 on phosphorylated AMPKα^Thr172^ and total AMPK levels in C2C12 myotubes. **d** A quantification of 2-NBDG glucose uptake in C2C12 myotubes treated with SB2047. **e** Western blot images showing the effect of SB2047 on phosphorylated AKT^Ser473^ and total AKT levels in C2C12 myotubes with palmitate (PA) (0.5 mM for 48 h). **f** Western blot images showing phosphorylated AMPKα^Thr172^ in C2C12 myotubes with PA. CC, Compound C. **g** The ECAR was measured in WT and *Htr2b* knockdown C2C12 myotubes after sequential injections of compounds rotenone and antimycin cocktail (Rot/AA) and 2-deoxy-d-glucose (2-DG).

In addition, SB204741 treatment effectively reversed palmitate-induced insulin resistance (Fig. 4e) and increased AMPK α^Thr172^ phosphorylation in C2C12 myotubes (Fig. 4f), indicative of enhanced metabolic function. To further investigate these effects, we measured the ECAR using a Seahorse Extracellular Flux Analyzer. The results showed that *Htr2b* knockdown C2C12 myotubes exhibited a significantly higher ECAR than WT cells (Fig. 4g), suggesting increased glycolytic activity in the absence of Htr2b signaling. These results highlight the central role of 5-HT-Htr2b signaling in the regulation of glucose uptake and energy metabolism in C2C12 myotubes.

### Inhibition of Htr2b signaling in skeletal muscle protects against HFD-induced myosteatosis

To explore the role of Htr2b in the development of insulin resistance and myosteatosis, we generated muscle-specific *HTR2b*-KO (*HTR2b* MKO) mice. After 12 weeks of HFD feeding, *Htr2b* MKO mice showed reduced body weight gain and improved glucose tolerance compared with WT mice (Figs. 5a, b). Immunofluorescence staining further revealed increased expression of Glut4 in the skeletal muscle of *HTR2b* MKO mice compared with WT mice (Fig. 5d and Supplementary Fig. 3c,d), suggesting enhanced glucose uptake in KO mice. Interestingly, quantitative analysis of muscle glycogen content showed no significant differences between *Htr2b-*KO (*Htr2b* MKO) and WT mice (Supplementary Fig. 3e). These observations suggest that despite increased Glut4 expression and improved insulin sensitivity, the additional glucose imported into muscle cells is predominantly directed toward glycolysis rather than glycogen synthesis.

**Fig. 5:**
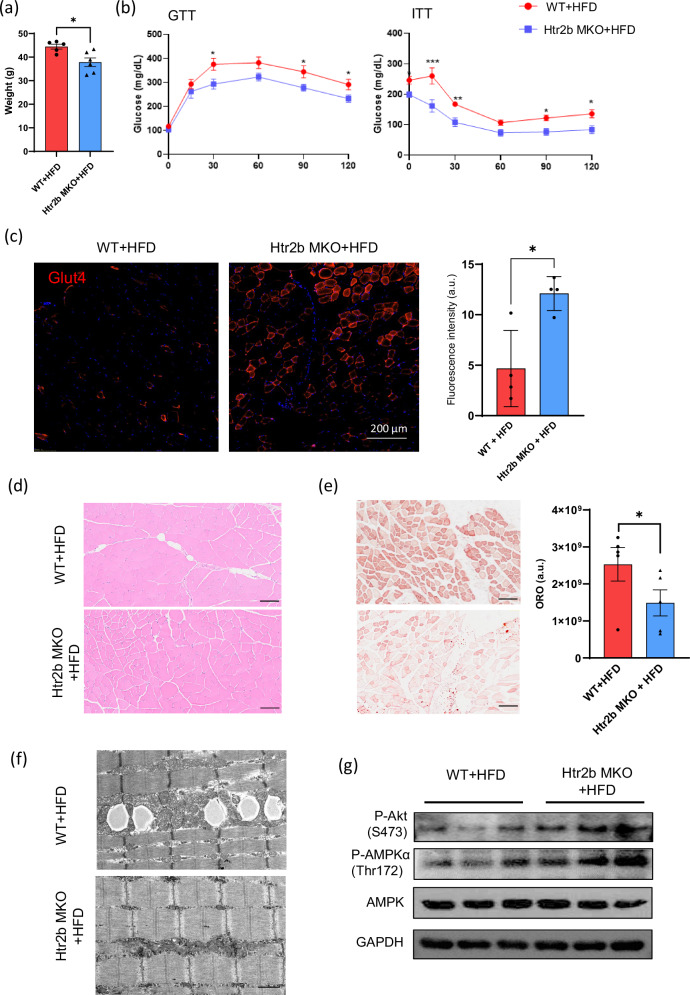
*Htr2b* KO in skeletal muscle protects against HFD-induced obesity and insulin resistance. **a** The body weight of WT and *HTR2b* muscle-specific-KO (*Htr2b* MKO) mice after 12 weeks of HFD feeding. **b** GTT and ITT in WT and *Htr2b* MKO mice. **c** Immunofluorescence staining of Glut4 (red) in quadriceps muscle from WT and *HTR2b* MKO mice. The nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. **d** Hematoxylin and eosin staining of quadriceps muscle from WT and *HTR2b* MKO mice after 12 weeks of HFD feeding. **e** Oil Red O staining of skeletal muscle sections. Scale bar, 100 µm. **f** Representative electron micrograph of skeletal muscle (quadriceps) from WT and *Htr2b* MKO mice. Scale bar, 10 µm. **g** Western blot images showing phosphorylated AKT^Ser473^, phosphorylated AMPKα^Thr172^ and total AMPK levels in skeletal muscle from WT and *Htr2b* MKO mice.

Histological analysis revealed a significant reduction in lipid deposition in the skeletal muscle of *Htr2b*-KO mice compared with that in WT mice (Fig. 5d, e). It also revealed that liver and adipose tissue in *Htr2b*-KO mice did not show significant differences compared with WT controls after HFD (Supplementary Fig. 4). HFD-induced muscle insulin resistance typically results in a gradual increase in mitochondrial content as an adaptive response to elevated free fatty acid levels^29^. However, in this study, electron microscopy revealed that skeletal muscle from HFD-fed *Htr2b*-KO mice exhibited smaller lipid droplets and reduced mitochondrial size compared with HFD-fed WT mice (Fig. 5f). In addition, immunoblot assays revealed increased phosphorylation of AKT and AMPKα^Thr172^ in *Htr2b*-KO mice compared with WT mice (Fig. 5g). These findings suggest that alterations in lipid storage and mitochondrial morphology, coupled with enhanced AKT and AMPK signaling, contributed to the improved metabolic outcomes observed in *Htr2b*-KO mice under HFD conditions.

### Inhibition of Htr2b signaling in skeletal muscle leads to transcriptional changes in energy metabolism

To investigate the role of Htr2b in skeletal muscle energy metabolism, we performed an RNA-seq analysis of skeletal muscle tissues from HFD-fed *Htr2b*-KO and WT mice. 

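RNA was sequenced from skeletal muscle of 4 WT mice and 4 *Htr2b* MKO mice, in which Cre expressed in skeletal muscle removes the floxed *Htr2b* gene. All mice had received a diet with 60% of its calories from fat for 12 weeks from 8 weeks of age. The libraries were made from polyadenylated RNA with a stranded kit, 1 per mouse. The authors deposited estimated counts per transcript, which are fractional and not normalized. The estimated counts summed to between 24634695 and 25925826 per WT library (median 25575544) and between 25253265 and 26055948 per *Htr2b* MKO library (median 25907581). The paper's text names DESeq2 for the differential expression and does not name the program that estimated the counts or the genome annotation. Here the transcripts were matched by their Ensembl identifiers, without the version number, to GENCODE release M21 of the mouse genome build GRCm38. In all, 98.5% of the transcripts matched a gene, and those without a match held 0.955% to 1.19% of the counts of a library and were left out. Counts were summed to genes, rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Expression is given as TMM-normalized CPM (counts scaled to a fixed library total). Fig. 6b plots 3 *Htr2b* MKO mice, whereas 4 *Htr2b* MKO libraries were analysed here. The points read from that figure for 17 genes lay closest to *Htr2b* MKO replicates 1 to 3, with a mean difference of 0.0220 in relative expression, against 0.0686 to 0.0778 when another replicate was left out in place of replicate 4. Values are therefore given first over 7 libraries, which are the 4 WT libraries and *Htr2b* MKO replicates 1 to 3, and then over all 8. This reading was made after values of the libraries had been seen, and 4 genes were left out of it because their points could not be resolved. That the paper used these 7 libraries is an inference from this figure alone.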

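The targeted gene, *Htr2b*, lies on chromosome 1 from 86099026 to 86111970 of GRCm38. It had 3, 6, 4 and 3 counts in WT replicates 1 to 4 and 5, 3, 1 and 2 counts in *Htr2b* MKO replicates 1 to 4. The difference was not detected, with P = 0.457 over the 7 libraries and P = 0.286 over all 8 in 2-sided exact permutation tests. Neither group's labels could therefore be checked by this transcript, and counts summed over the whole gene do not show whether single exons were lost. Over the 7 libraries, 148 of 13598 genes tested had an adjusted P under 0.05 in edgeR's quasi-likelihood test, of which 67 were upregulated and 81 were downregulated in *Htr2b* MKO mice. Over all 8 libraries, 116 of 13479 genes passed, with 50 upregulated and 66 downregulated, and 97 genes were shared by both comparisons. Of these differentially expressed genes (DEGs), 71 over the 7 libraries and 52 over all 8 also changed by more than 1.5-fold. The count depended on single libraries, since leaving out only WT replicate 4 gave 28 genes. DESeq2, the tool named in the paper's methods, gave 271 genes over all 8 libraries, of which 115 were among the 116.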

Figure 6a shows a volcano plot illustrating the DEGs between the *Htr2b*-KO and WT mice. The detailed list of the top ten upregulated genes and the top ten downregulated genes is shown in Supplementary Table 1. 

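Of the 10 upregulated genes in that table, 9 were tested here, and *Gm10851* was not analysed here. All 9 were higher in *Htr2b* MKO mice, and 8 had an adjusted P under 0.05 over the 7 libraries and 5 over all 8. *Actc1*, which encodes cardiac alpha-actin, lies on chromosome 2 from 114047282 to 114053548 of GRCm38. Its expression was 122.5 ± 17.0 CPM (SD, n = 4) in WT mice and 521 ± 61.1 CPM (SD, n = 3) in *Htr2b* MKO replicates 1 to 3, a log2 fold change of 2.09 (standard error 0.11, adjusted P = 4.20e-06) by edgeR. *Htr2b* MKO replicate 4 had 261 CPM, and over all 8 libraries the log2 fold change was 1.89 (standard error 0.20, adjusted P = 0.00229). *Sln*, which encodes sarcolipin, lies on chromosome 9 from 53850164 to 53854560 and had log2 fold changes of 1.59 (standard error 0.23, adjusted P = 0.00916) and 1.54 (standard error 0.21, adjusted P = 0.00919), with 4.23 CPM in *Htr2b* MKO replicate 4. *Cfap91* had 0, 2, 4 and 3 counts in WT libraries and 31, 28, 37 and 18 in *Htr2b* MKO libraries, so that its log2 fold changes of 3.72 and 3.56 rest on WT counts near 0. *Igfn1*, *Ighg2c* and *Myh8* passed over the 7 libraries but not over all 8, where their adjusted P values were 0.0794, 0.140 and 0.171. *Htr2b* MKO replicate 4 had 24.9, 3.31 and 1.84 CPM of these 3 genes, against WT means of 20.4, 3.70 and 1.73 CPM. *Plekhh1* passed in neither comparison (adjusted P = 0.0658 and 0.20 by edgeR), and *Htr2b* MKO replicate 3 had 96 counts against 19, 20 and 6 in the other *Htr2b* MKO libraries.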

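Of the 10 downregulated genes, 9 were tested, and *1700047G03Rik* was not analysed here. All 9 were lower in *Htr2b* MKO mice, with 6 past the same threshold over the 7 libraries and 5 over all 8. *Dkk3*, which encodes a secreted protein of the Dickkopf family, lies on chromosome 7 from 112116017 to 112159057 and was expressed at 47.9 ± 7.58 CPM (SD, n = 4) in WT mice and 16.0 ± 0.998 CPM (SD, n = 3) in *Htr2b* MKO replicates 1 to 3. Its log2 fold change was -1.59 (standard error 0.11, adjusted P = 1.08e-04) by edgeR. *Htr2b* MKO replicate 4 had 34.5 CPM, which brought the value over all 8 libraries to -1.22 (standard error 0.23, adjusted P = 0.0366). Of the 8 fits that each left out a library, 7 lost the call of *Dkk3*, all but the fit without *Htr2b* MKO replicate 4. *Cd28* on chromosome 1 from 60716800 to 60773359 had log2 fold changes of -1.41 (standard error 0.16, adjusted P = 0.00342) and -1.38 (standard error 0.15, adjusted P = 0.00229), and *Htr2b* MKO replicate 4, with 1.60 CPM, lay near the mean of 1.49 CPM of the other *Htr2b* MKO libraries. *Ubd* and *Tph2* fell by 3.67 and 2.85 on the log2 scale over the 7 libraries, from at most 75 and 50 counts in a WT library. *Ffar2* passed over the 7 libraries only (adjusted P = 0.0197 against 0.155), with 15 counts in *Htr2b* MKO replicate 4 and 3, 2 and 5 in replicates 1 to 3. *Tshr*, *Serpina3c* and *Aldh1a7* passed in neither comparison.

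**Figure D1:**
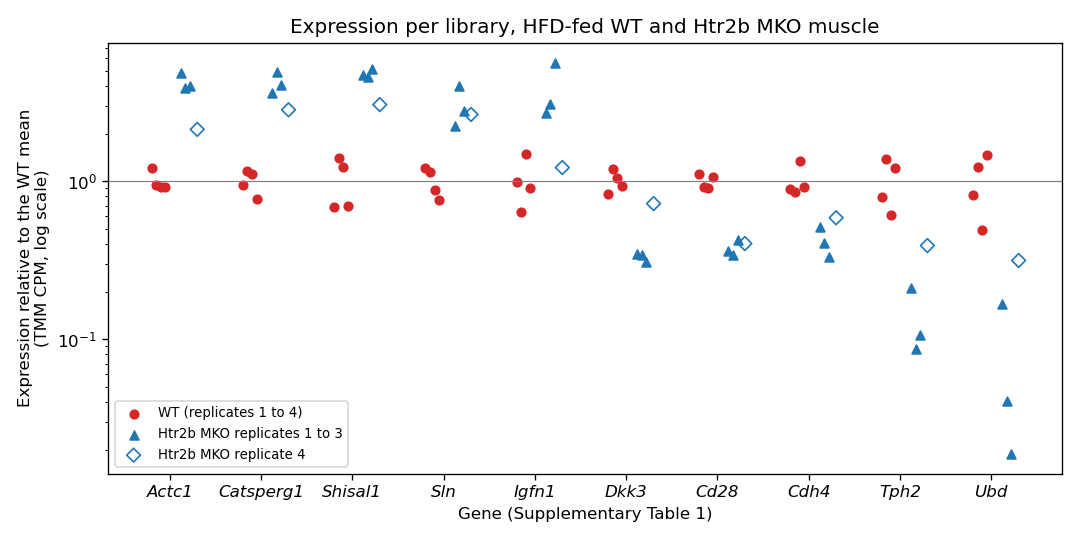
Expression of 10 genes of Supplementary Table 1 in each library, as TMM-normalized CPM divided by the mean of the 4 WT libraries, on a log axis. Circles are WT libraries, triangles are *Htr2b* MKO replicates 1 to 3 and open diamonds are *Htr2b* MKO replicate 4. For *Actc1* and *Dkk3* the open diamond lies between the circles and the triangles, at 261 and 34.5 CPM.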

Glucose metabolism-related genes were upregulated, while lipogenic genes were downregulated in *Htr2b* KO compared with those in WT mice (Fig. 6b and Supplementary Fig. 5a, b).

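Fig. 6b shows 21 genes for glucose uptake, lipogenesis and lipolysis. The 3 glucose uptake genes were higher in *Htr2b* MKO mice in both comparisons, and none passed an adjusted P of 0.05 over all genes. Unadjusted, edgeR's P over the 7 libraries was 0.0174 for *Slc2a4*, 0.0264 for *Hk1* and 0.0123 for *Hk2*. Over all 8 it was 0.0496, 0.00743 and 0.0765. *Slc2a4*, which encodes Glut4 and lies on chromosome 11 from 69942539 to 69948188 of GRCm38, was expressed at 328 ± 12.8 CPM (SD, n = 4) in WT mice and 366 ± 16.2 CPM (SD, n = 3) in *Htr2b* MKO replicates 1 to 3. Its log2 fold change was 0.16 (standard error 0.0582, adjusted P = 0.268) by edgeR, and with the 335 CPM of *Htr2b* MKO replicate 4 it was 0.13 (standard error 0.0597, adjusted P = 0.383). *Hk1* and *Hk2* had log2 fold changes of 0.19 and 0.18 over the 7 libraries (adjusted P = 0.309 and 0.234) and of 0.23 and 0.13 over all 8 (adjusted P = 0.196 and 0.435). In *Htr2b* MKO replicate 4, *Hk1* had 12.0 CPM and *Hk2* had 194 CPM. Of the 10 lipogenic genes, 8 were lower over the 7 libraries and 8 over all 8, and 2 passed in both comparisons. *Fasn*, which encodes fatty acid synthase and lies on chromosome 11 from 120805846 to 120824547, was expressed at 27.8 ± 2.64 CPM (SD, n = 4) in WT mice and 15.3 ± 2.38 CPM (SD, n = 3) in *Htr2b* MKO replicates 1 to 3. Its log2 fold change was -0.87 (standard error 0.11, adjusted P = 0.00342) over the 7 libraries and -0.87 (standard error 0.10, adjusted P = 0.00229) over all 8, with 15.0 CPM in *Htr2b* MKO replicate 4. *Mlxip*, on chromosome 5 from 123394798 to 123457932, had log2 fold changes of -0.48 (standard error 0.0571, adjusted P = 0.00342) and -0.50 (standard error 0.0542, adjusted P = 0.00229), with 88.1 CPM in that replicate.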

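*Pparg* was lower by an amount that did not pass when adjusted over all genes, with log2 fold changes of -0.70 (standard error 0.19, adjusted P = 0.139) and -0.50 (standard error 0.21, adjusted P = 0.346) by edgeR, and *Htr2b* MKO replicate 4 had 4.31 CPM against a WT mean of 4.37 CPM. *Cebpd* changed direction with that replicate, from -0.33 over the 7 libraries to 0.00142 over all 8, with 16.7 CPM in the replicate against a mean of 8.28 CPM in the others. *Acaca* also changed direction, from 0.0244 to -0.0384, with 12.6 CPM in that replicate. None of the 7 lipolysis genes tested passed in either comparison, and 2 were higher over the 7 libraries and 3 over all 8. With P values adjusted over the list alone, 3 of the 20 genes of Fig. 6b that were tested passed in each comparison, against 2 when adjusted over all genes. The third was *Pparg* over the 7 libraries (adjusted P = 0.0254 over the list, and 0.140 over all 8) and *Hk1* over all 8 (adjusted P = 0.0495 over the list, and 0.0660 over the 7). The paper does not say how the genes of this figure were chosen. In its discussion, from shifts toward higher glycolytic and lipolytic pathways and lower lipogenic genes in the RNA-seq of both *Tph1* MKO and *Htr2b* MKO mice, the paper reasons that skeletal muscle energy metabolism moved to a metabolically more favorable state.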

**Fig. 6:**
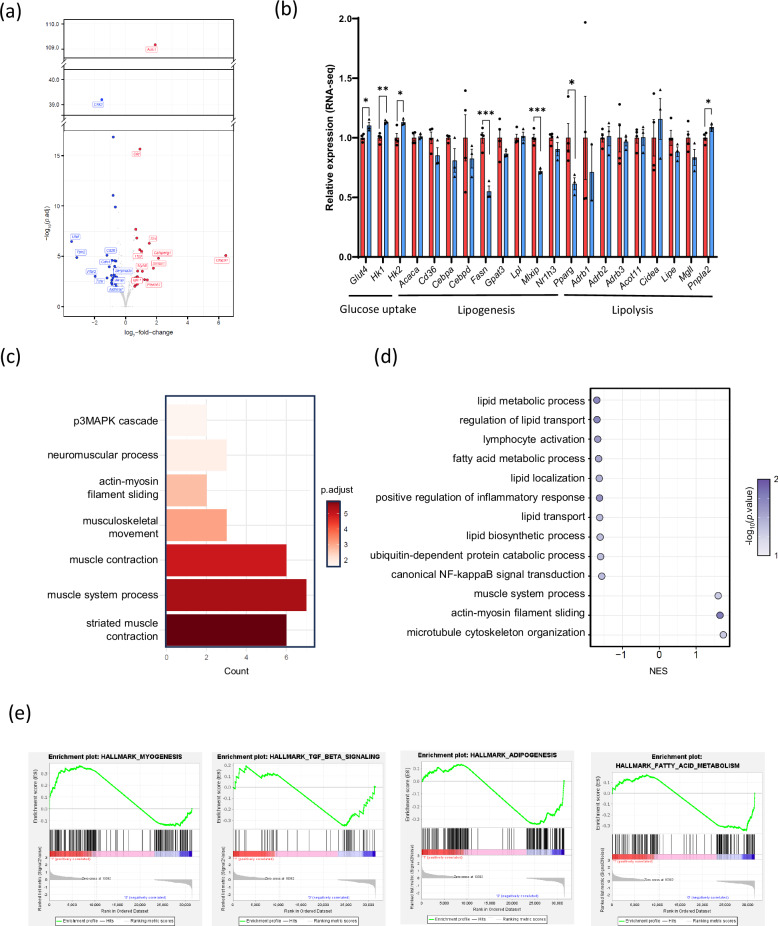
Transcriptome analysis of skeletal muscle of WT and *Htr2b* MKO mice. **a** A heat map showing DEGs identified via bulk RNA-seq analysis of skeletal muscle from WT and *HTR2b*-KO mice. **b** The relative expression of genes involved in glucose uptake, lipogenesis and lipolysis from skeletal muscle transcriptome data of WT and *Htr2b* MKO mice. **c** **d** A pathway enrichment analysis of DEGs, GO (**c**) and GSEA (**d**). **e** Enrichment plots for the myogenesis pathway, TGF-beta signaling pathway, adipogenesis pathway and fatty acid metabolism pathway. *P < 0.05, **P < 0.01, ***P < 0.001.

We then performed comprehensive pathway analyses using GO and GSEA to further interrogate the transcriptomic changes in skeletal muscle. 

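Muscle function was tested here with Reactome gene sets and with gene lists written before the data were examined, which are not the GO terms of the paper, by camera with an inter-gene correlation of 0.01. In the Reactome set Striated Muscle Contraction, 29 genes were tested and their shift was upward in *Htr2b* MKO mice, with adjusted P = 8.18e-05 over the 7 libraries and 0.00547 over all 8 (14 sets tested). The shift was small, with a median log2 fold change of 0.0708 and 0.0754, and 22 of the 29 genes were higher over all 8 libraries. Of its genes, *Actc1*, *Dmd*, *Myh3*, *Myh8* and *Myl4* were DEGs over the 7 libraries, and *Actc1*, *Dmd* and *Myh3* over all 8. Of these, *Dmd* was lower in *Htr2b* MKO mice and the others were higher. Under fry, which permits correlation between genes, its adjusted P was 0.241 and 0.20. The wider set Muscle contraction did not shift (adjusted P = 0.320 over the 7 libraries and 0.599 over all 8). A list of 18 genes of developing and regenerating muscle, of which 15 were tested, shifted upward by camera, with adjusted P = 8.55e-24 over the 7 libraries and 4.90e-13 over all 8 (10 lists tested) and median log2 fold changes of 0.53 and 0.41. Its fry adjusted P was 0.00197 and 0.0260. This list includes *Actc1*, *Sln* and *Myh8*, which are among the genes of Supplementary Table 1.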

GO analysis revealed significant upregulation of pathways associated with muscle function, including ‘musculoskeletal development’ and ‘striated muscle contraction’ (Fig. 6c). 

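Lipid metabolism was covered by 3 Reactome sets, all of which shifted downward in *Htr2b* MKO mice without passing an adjusted P of 0.05 in camera. For Metabolism of lipids and lipoproteins, with 373 genes tested, the adjusted P = 0.265 over the 7 libraries and 0.325 over all 8, and its median log2 fold change was -0.0384 and -0.0239. The set Fatty acid, triacylglycerol, and ketone body metabolism, with 82 genes tested, had an adjusted P = 0.173 over the 7 libraries and 0.195 over all 8. Mitochondrial Fatty Acid Beta-Oxidation had an adjusted P = 0.320 over the 7 libraries and 0.803 over all 8. In a preranked GSEA with genes ranked by signal-to-noise, Metabolism of lipids and lipoproteins had a normalized enrichment score of -1.43 over the 7 libraries (adjusted P = 0.0258 by fgsea) and -1.34 over all 8 (adjusted P = 0.0596) and so passed over the 7 libraries but not over all 8. The other 2 sets passed in neither, with adjusted P = 0.226 and 0.163 for the fatty acid set and 0.418 and 0.923 for beta-oxidation. The 10 lipogenic genes of Fig. 6b taken as a list shifted downward, with adjusted P = 7.14e-07 over the 7 libraries and 2.32e-06 over all 8 by camera, 0.0438 and 0.0260 by fry, and a median log2 fold change of -0.27 and -0.16. The paper shows these 10 genes from the same experiment, and may have chosen them for their difference, in which case the test of the list says nothing about chance.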

GSEA also revealed that pathways related to lipid metabolism, such as ‘lipid metabolic process’, ‘fatty acid metabolic process’ and ‘lipid biosynthetic process’ were negatively enriched (Fig. 6d). Furthermore, the GSEA plot showed positive enrichment of gene sets associated with ‘myogenesis’, while negative enrichment was observed for gene sets associated with ‘adipogenesis’, ‘fatty acid metabolism’ and ‘TGF-beta signaling’ (Fig. 6e). 

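The gene sets of Fig. 6e were not used here, and the nearest Reactome sets were tested in their place. The Reactome set Myogenesis, with 18 genes tested, was shifted downward but did not pass, with adjusted P = 0.320 over the 7 libraries and 0.515 over all 8 in camera and 8 of its genes higher over all 8 libraries. *Myod1*, also in the list of developing and regenerating muscle, was its only DEG over the 7 libraries. Transcriptional regulation of white adipocyte differentiation did not shift (adjusted P = 0.668 over the 7 libraries and 0.527 over all 8), with a median log2 fold change of 0.00587 over the 7 libraries and -0.0203 over all 8. Signaling by TGF-beta Receptor Complex was shifted downward without passing (adjusted P = 0.320 over the 7 libraries and 0.290 over all 8), and *Pmepa1* was its only DEG over the 7 libraries. A list of 20 adipocyte markers fell by camera, with adjusted P = 3.39e-07 over the 7 libraries and 1.08e-05 over all 8 and a median log2 fold change of -0.43 and -0.34, and by preranked GSEA, with adjusted P = 0.0328 and 0.0189, but not by fry, where its adjusted P was 0.251 and 0.381. Of these markers, 4 of 20 were higher over all 8 libraries. *Cidec* and *Lep* were DEGs over the 7 libraries only, with log2 fold changes of -1.43 and -1.99 (adjusted P = 0.0392 and 0.0260 by edgeR) against -1.15 and -1.55 over all 8 (adjusted P = 0.127 and 0.118). *Cfd* on chromosome 10 from 79890853 to 79892655 rose, with log2 fold changes of 1.03 (standard error 0.10, adjusted P = 0.00107) and 0.93 (standard error 0.12, adjusted P = 0.00669) by edgeR and 21.6 CPM in *Htr2b* MKO replicate 4.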

Complementary GO functional classification analysis was also performed (Supplementary Fig. 5c). In the BP category, the top three significantly enriched terms were ‘biological regulation’, ‘metabolic process’ and ‘response to stimuli’. For the cellular component category, the top enriched terms were ‘membrane’, ‘nucleus’ and ‘protein-containing complexes’. In the molecular function category, the top enriched terms were ‘protein binding’, ‘ion binding’ and ‘hydrolase activity’.

## Discussion

In this study, we demonstrate that inhibiting 5-HT signaling through Htr2b in skeletal muscle improves insulin sensitivity in HFD-induced obese mice. By specifically inhibiting 5-HT synthesis in skeletal muscles using *Tph1*-KO mice, we observed a marked improvement in glucose tolerance (Fig. 2c) and reduced myosteatosis in obese mice (Fig. 3a, b). This improvement was accompanied by increased expression of Glut4 (Fig. 2d, f) and AKT phosphorylation, suggesting enhanced glucose uptake and metabolism. Furthermore, 5-HT synthesis inhibition increased AMPK phosphorylation in both C2C12 myotubes and skeletal muscle tissues (Figs. 1f, g and 2f), which are essential regulators of glycolysis^30^ and fatty acid oxidation^23^.

Pharmacological inhibition of Htr2b signaling by SB204741 underscores the critical role of Htr2b in the regulation of insulin signaling and glucose metabolism. In C2C12 myotubes, Htr2b inhibition resulted in increased phosphorylation of both AKT and AMPK (Fig. 4b, c) and increased glycolytic activity (Fig. 4g). In vivo muscle-specific KO of *Htr2b* in HFD-fed mouse models further underscored the therapeutic potential of targeting this pathway. *Htr2b* MKO mice exhibited improved insulin sensitivity (Fig. 5b), Glut4 expression (Fig. 5c and Supplementary Fig. 3c, d) and a marked reduction in skeletal muscle lipid accumulation (Fig. 5d, e). Excessive lipid deposition in the skeletal muscle, a condition known as myosteatosis, is strongly associated with insulin resistance and metabolic dysfunction^31^. Our results suggest that Htr2b inhibition mitigates these detrimental effects, potentially reversing insulin resistance associated with muscle lipid overload. Furthermore, electron microscopy revealed a decrease in lipid content and an increase in mitochondrial density in the skeletal muscle of *Htr2b* MKO mice compared with that of WT mice (Fig. 5f), suggesting that Htr2B inhibition may protect mitochondria from lipotoxic stress^32^. Moreover, RNA-seq analysis of both *Tph1* MKO and *Htr2b* MKO mice revealed transcriptional shifts toward upregulated glycolytic and lipolytic pathways and downregulated lipogenic genes (Figs. 3 and 6), indicating an overall shift in skeletal muscle energy metabolism toward a more metabolically favorable state.

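Only the *Htr2b* MKO libraries are covered here, and the *Tph1* MKO libraries were not analysed here. The Reactome set Glycolysis, with 25 genes tested, was shifted upward without passing in camera (adjusted P = 0.320 over the 7 libraries and 0.527 over all 8), with a median log2 fold change of 0.0517 and 0.0128, and *Pfkfb1* was its only DEG in both comparisons. Glucose metabolism did not shift (adjusted P = 0.802 over the 7 libraries and 0.599 over all 8), nor did Translocation of GLUT4 to the plasma membrane (adjusted P = 0.83 over the 7 libraries and 0.750 over all 8), whose direction differed between the 7 and the 8 libraries. The 8 lipolysis genes of Fig. 6b, of which 7 were tested as a list, did not shift either (adjusted P = 0.470 over the 7 libraries and 0.619 over all 8), with a median log2 fold change of -0.0217 and -0.0303. Of the 7, 2 were higher and 5 lower over the 7 libraries, and 3 were higher and 4 lower over all 8. *Lipe*, which encodes hormone-sensitive lipase, had log2 fold changes of -0.24 and -0.22 (adjusted P = 0.277 and 0.290 by edgeR). *Pnpla2* (0.12 and 0.0859) and *Cidea* (0.26 and 0.17) were higher in both comparisons without passing.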

In this study, we demonstrate that the inhibition of 5-HT-Htr2b signaling resulted in enhanced insulin-stimulated AKT and AMPK signaling in skeletal muscle, suggesting that this pathway may be a critical mechanism underlying the beneficial metabolic effects observed with 5-HT-Htr2b inhibition. The role of AKT in regulating glucose metabolism is well established; for example, it facilitates glucose uptake by increasing the transcription and translocation of glucose transporters while also promoting glycolysis^33,34^. Thus, enhanced AKT signaling leads to increased glucose uptake in the skeletal muscle, improving cellular energy availability and potentially enhancing insulin sensitivity^35^. Similarly, AMPK is a key regulator of energy homeostasis^36^ and is known to promote glucose uptake^37,38^, fatty acid oxidation^36^ and mitochondrial biogenesis in skeletal muscle^39^. AMPK activation also decreases lipid accumulation in skeletal muscle cells^40^. Conversely, reduced AMPK activity has been associated with increased lipid accumulation and insulin resistance, further highlighting the importance of maintaining AMPK activity for maintaining metabolic health^41^.

In addition, the inhibition of 5-HT-Htr2b signaling also resulted in enhanced lipolysis accompanied by increased activation of both AKT and AMPK. While classical insulin signaling via AKT normally suppresses lipolysis through phosphodiesterase-mediated cAMP degradation, this antilipolytic effect may be diminished under metabolic stress^42^, allowing robust AMPK activation to drive lipolysis. Further studies are needed to elucidate the precise crosstalk between these pathways in regulating lipid metabolism under such conditions.

Our findings suggest that increased activation of both AKT and AMPK may represent a key mechanistic pathway by which 5-HT-Htr2b inhibition improves metabolic function in skeletal muscle. In parallel, pharmacological inhibition of Htr2b in C2C12 myotubes not only restored insulin sensitivity but also shifted the transcriptional profile toward upregulated glycolytic and lipolytic pathways and enriched gene sets associated with myogenesis. These findings suggest that muscle-derived 5-HT exerts autocrine/paracrine effects that modulate key signaling cascades and gene expression programs critical for both energy homeostasis and muscle differentiation, extending the traditional view of 5-HT as a predominantly gut-derived hormone and highlighting its potential as a therapeutic target in metabolic and muscle disorders.

Our study has several limitations that warrant further investigation. First, we were unable to quantify local 5-HT levels in skeletal muscle tissue or assess its potential interactions with other serotonin receptor subtypes, largely due to the technical challenges associated with detecting extremely low endogenous concentrations and the rapid degradation of 5-HT by monoamine oxidase. Future studies using more sensitive analytical methods are essential to elucidate the precise role and regulation of 5-HT in muscle physiology and to understand its interplay with other serotonergic pathways. Second, although our study provides compelling evidence for the role of Htr2b in skeletal muscle metabolism, the precise mechanism by which 5-HT modulates AKT and AMPK expression through Htr2b remains unclear. The precise molecular mechanisms underlying the observed mitochondrial changes in skeletal muscle also remain to be fully elucidated. Further research is needed to determine how Htr2b signaling affects mitochondrial dynamics and other metabolic regulators in skeletal muscle. Finally, although we demonstrated the therapeutic potential of Htr2b inhibition in a mouse model, the translation of these findings into clinical applications requires further validation.

Our study identifies Htr2b as a novel regulator of skeletal muscle insulin sensitivity and highlighted the therapeutic potential of targeting skeletal muscle 5-HT signaling in the treatment of obesity-related metabolic diseases. These findings pave the way for the development of novel therapies targeting peripheral 5-HT pathways to combat insulin resistance and its associated complications.

## Supplementary information

Supplementary Information

## Data Availability

Sequencing data are accessible from the Gene Expression Omnibus database (GSE275857 and GSE279210).

# Supplementary material for: Inhibition of serotonin-Htr2b signaling in skeletal muscle mitigates obesity-induced insulin resistance
**Source:** Exp Mol Med. 2025 Jun 2;57(6):1177–88. doi: 10.1038/s12276-025-01460-x
**Supplement:** Supplementary file 1 — Supplementary Information

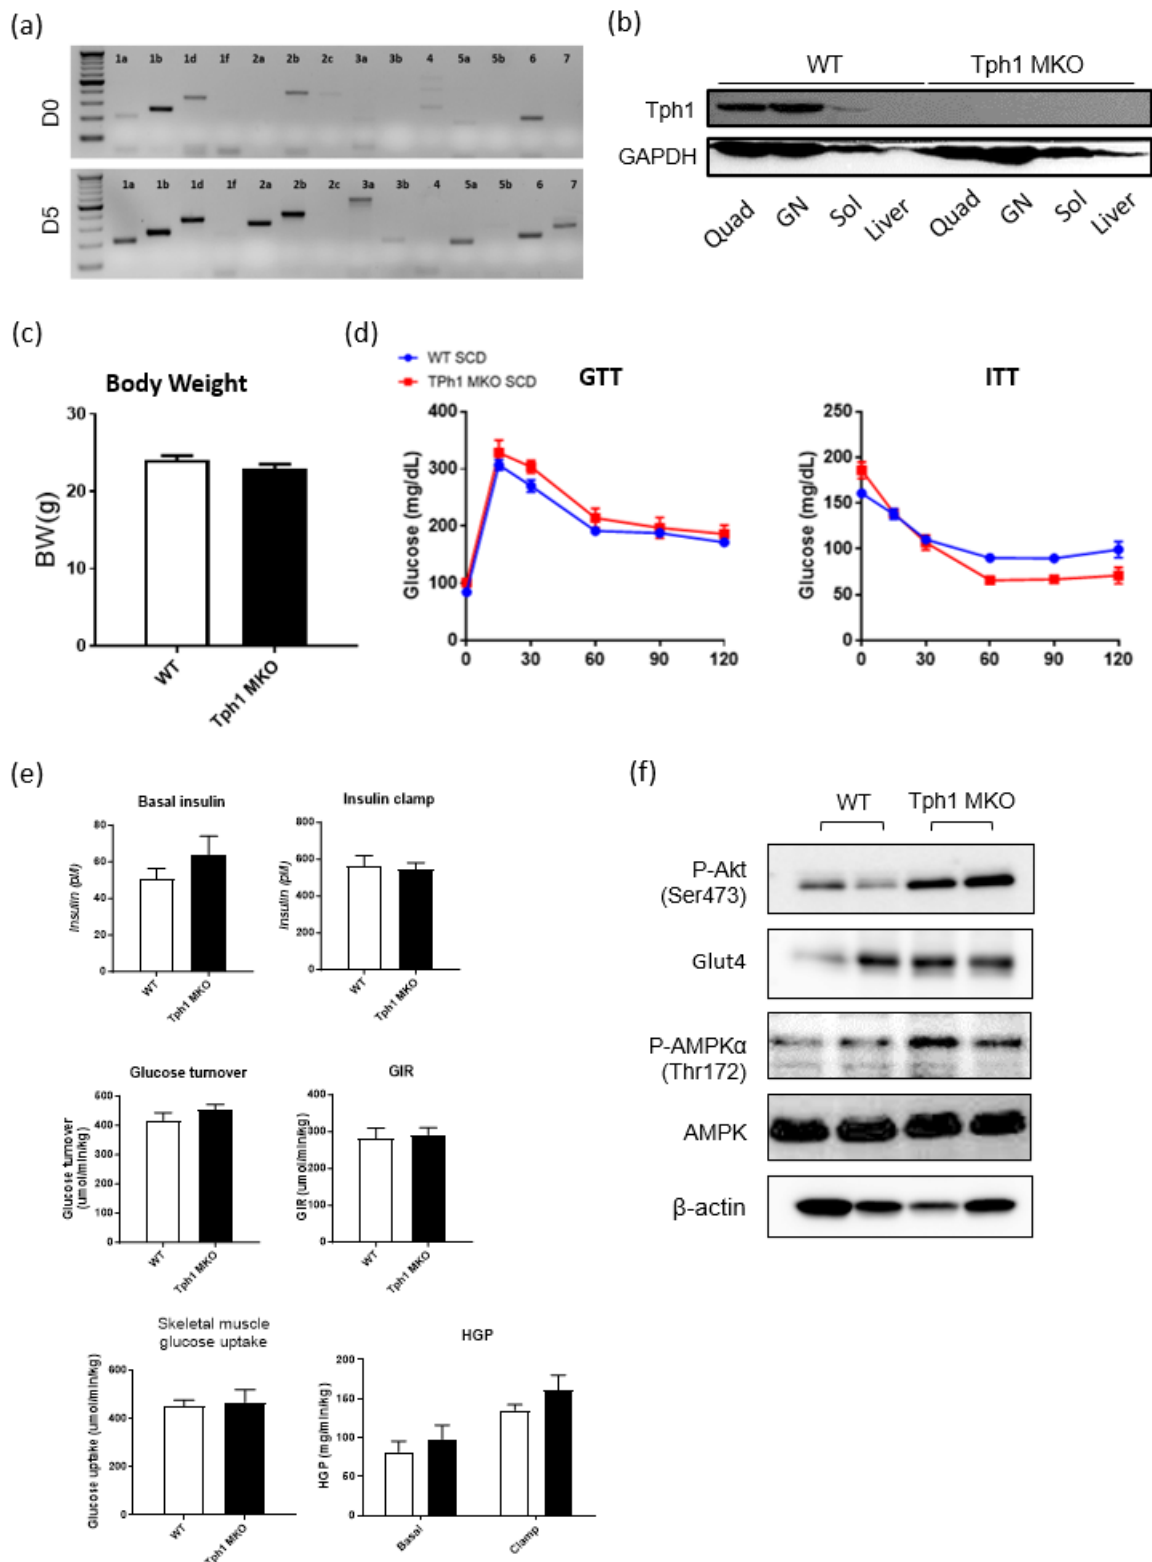

**Supplementary Fig. 1.** (a) Serotonin receptor mRNA expression in C2C12 myoblast (D0) and myotube (D5). (b) *Tph1* expression in peripheral tissues of wild-type (WT) and *Tph1* muscle-specific KO (*Tph1* MKO) mice. (c) Body weight of WT and *Tph1* MKO mice at 8–10 weeks of age on a standard chow diet (SCD). (d) Glucose tolerance test (GTT) after 16 hours

fasting and insulin tolerance test (ITT) after 6 hours fasting (n=4-6/group). (e) Measurement of insulin levels, glucose turnover and skeletal muscle glucose uptake in WT and *Tph1* MKO mice during clamp studies. GIR, glucose infusion rate.(f) Western blot images showing phosphorylated AKT, GLUT4, phosphorylated AMPK $\alpha^{\text{Thr172}}$ , and AMPK.

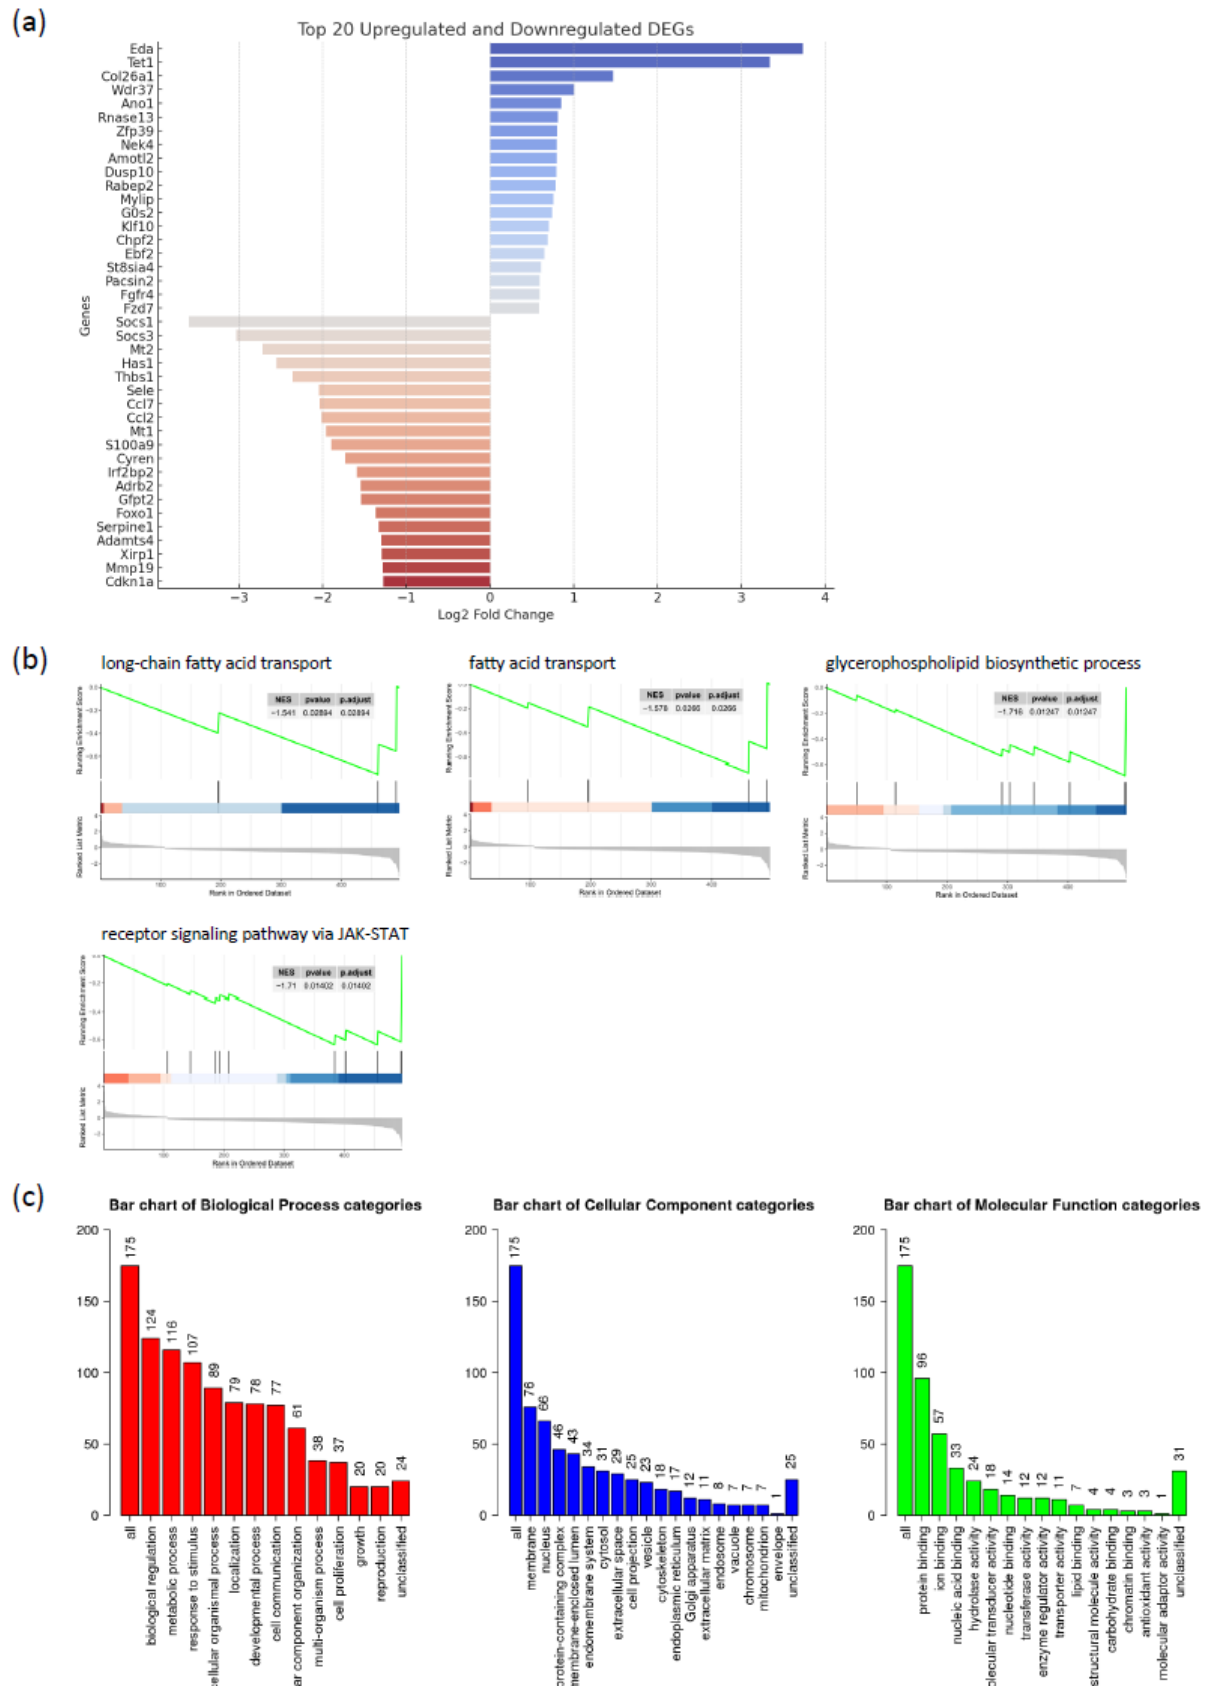

**Supplementary Fig. 2.** (a) Top 20 up- and downregulated differentially expressed genes (DEGs) in the skeletal muscle of WT and *Tph1* MKO mice after 12 weeks of high-fat diet

(HFD) feeding. Log2 fold change values are plotted on the x-axis and gene names on the y-axis. Positive values indicate upregulation and negative values indicate downregulation. Cutoff,  $P < 0.05$  and  $|\log_2 \text{Fold change}| > 1.0$ . (b) Gene set enrichment analysis for selected biological processes. The top enriched terms include "long-chain fatty acid transport", "fatty acid transport", "glycerophospholipid biosynthetic process", and "receptor signaling pathway via JAK-STAT". (c) Functional categorization of DEGs by GO terms. Bar graphs show the distribution of DEGs in three categories: Biological Process (BP, red), Cellular Component (CC, blue), and Molecular Function (MF, green).

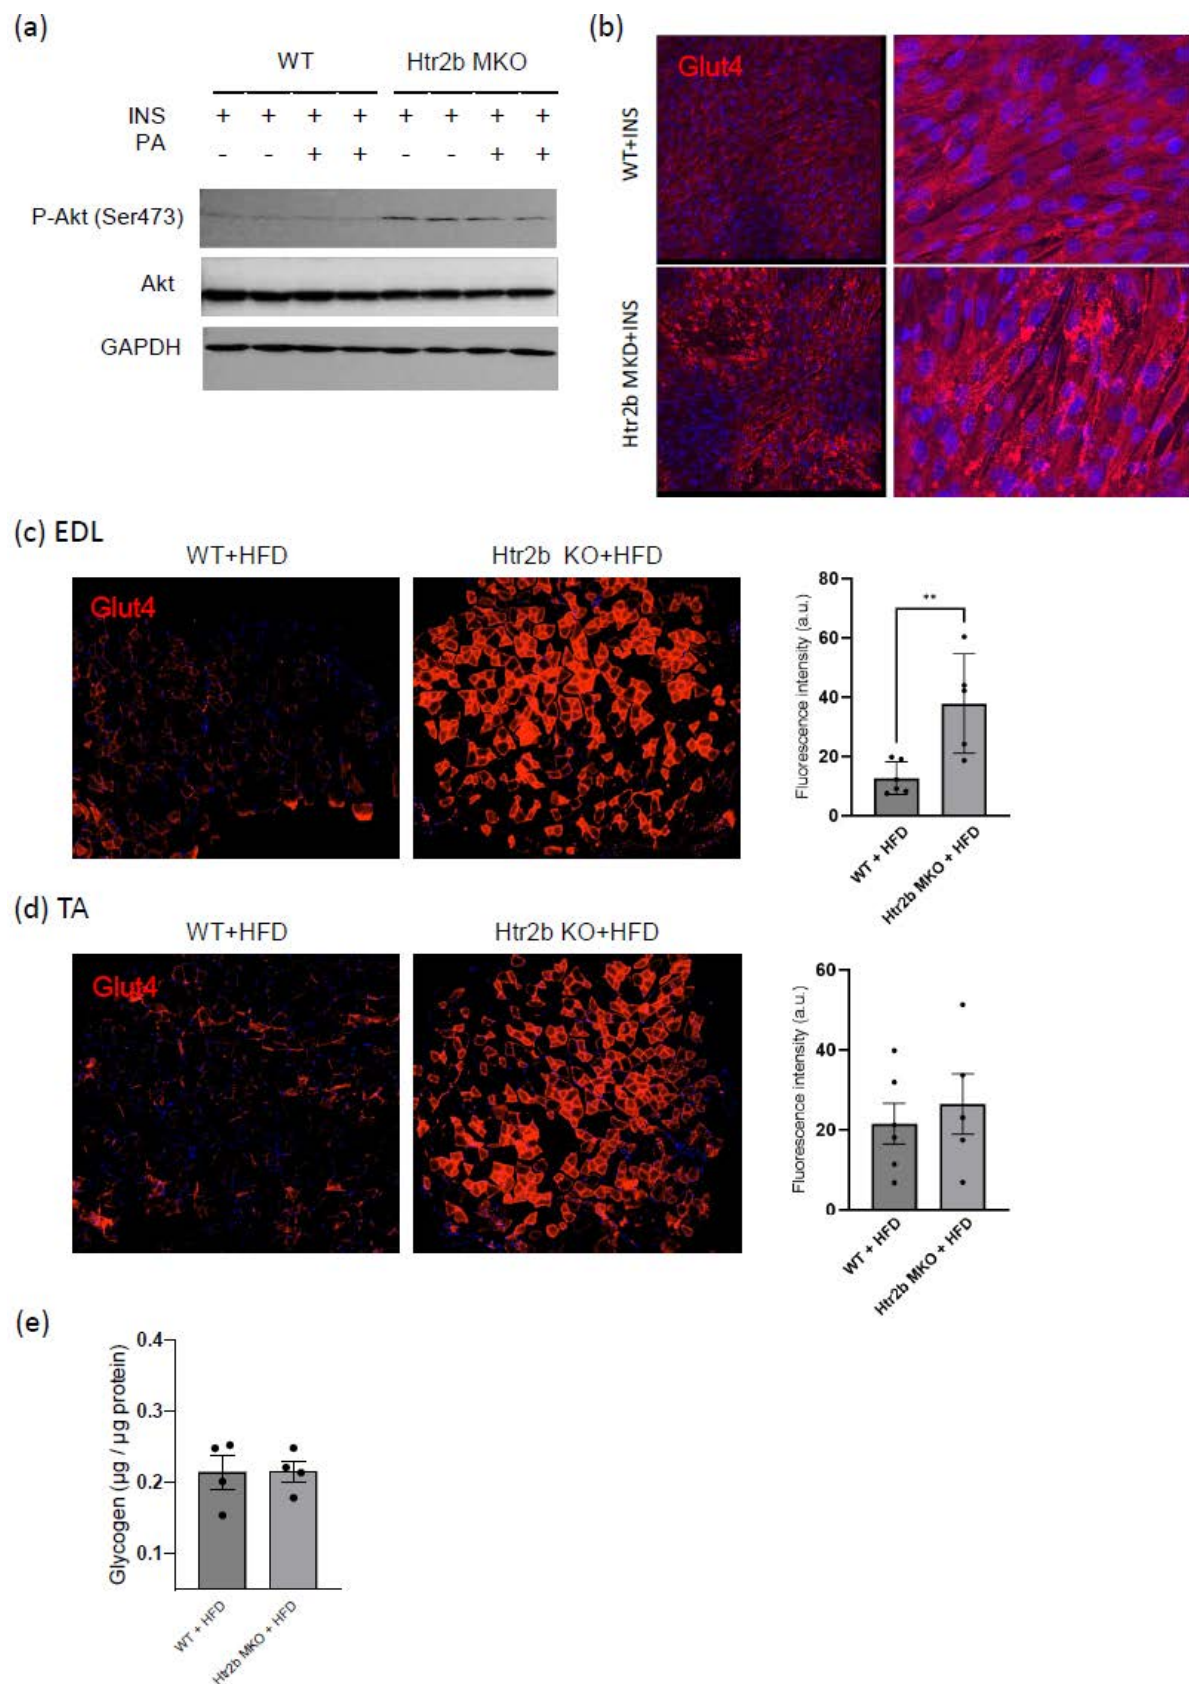

**Supplementary Fig. 3.** (a) Western blot images showing phosphorylated Akt (P-Akt, Ser473), total Akt and GAPDH levels of C2C12 myotubes were examined after 15 minutes treatment

with or without 100nM insulin and palmitic acid (PA, 0.25mM, 48 hours pre-treatment). (b) Immunofluorescence staining for Glut4 (red) from WT and *Htr2b* KO C2C12 myotubes 30 minutes after 100nM insulin treatment. Cell nuclei are stained with DAPI (blue). (c, d) Glut4 immunofluorescence in extensor digitorum longus (EDL) muscle sections (c) and tibialis anterior (TA) muscle sections (d) from WT+HFD (high fat diet) and *Htr2b* MKO+HFD mice. (e) Glycogen levels of quadriceps muscle from WT+HFD and *Htr2b* KO+HFD mice. \*\**P*-value<0.01

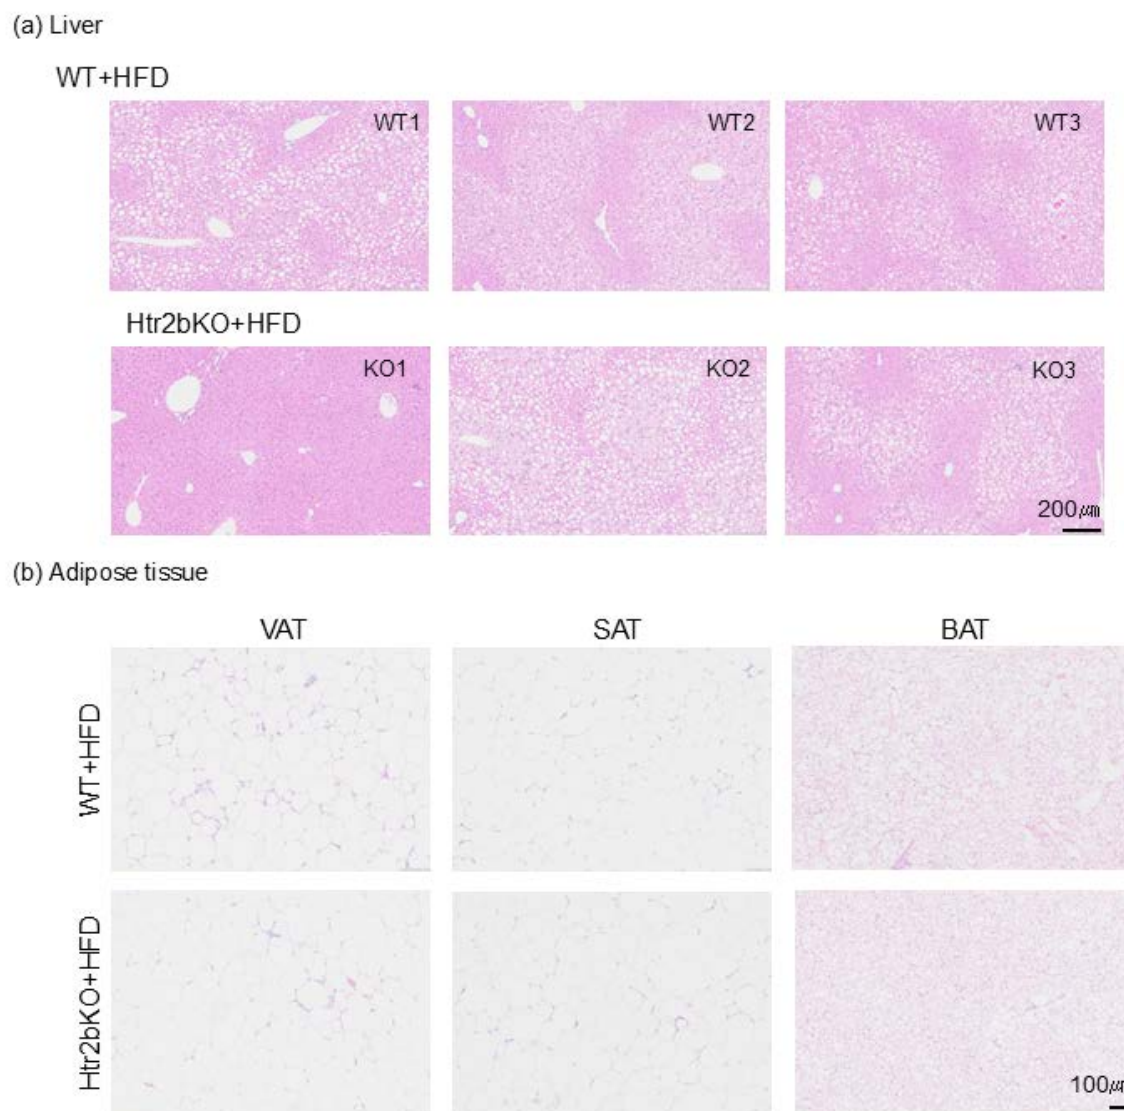

**Supplementary Fig. 4.** Representative H&E staining images of liver (a) and adipose tissues (b) of *Htr2b* MKO mouse after 8 weeks of high fat diet feeding. KO, knock-out; VAT, visceral adipose tissue; SAT, subcutaneous adipose tissue; BAT, brown adipose tissue.

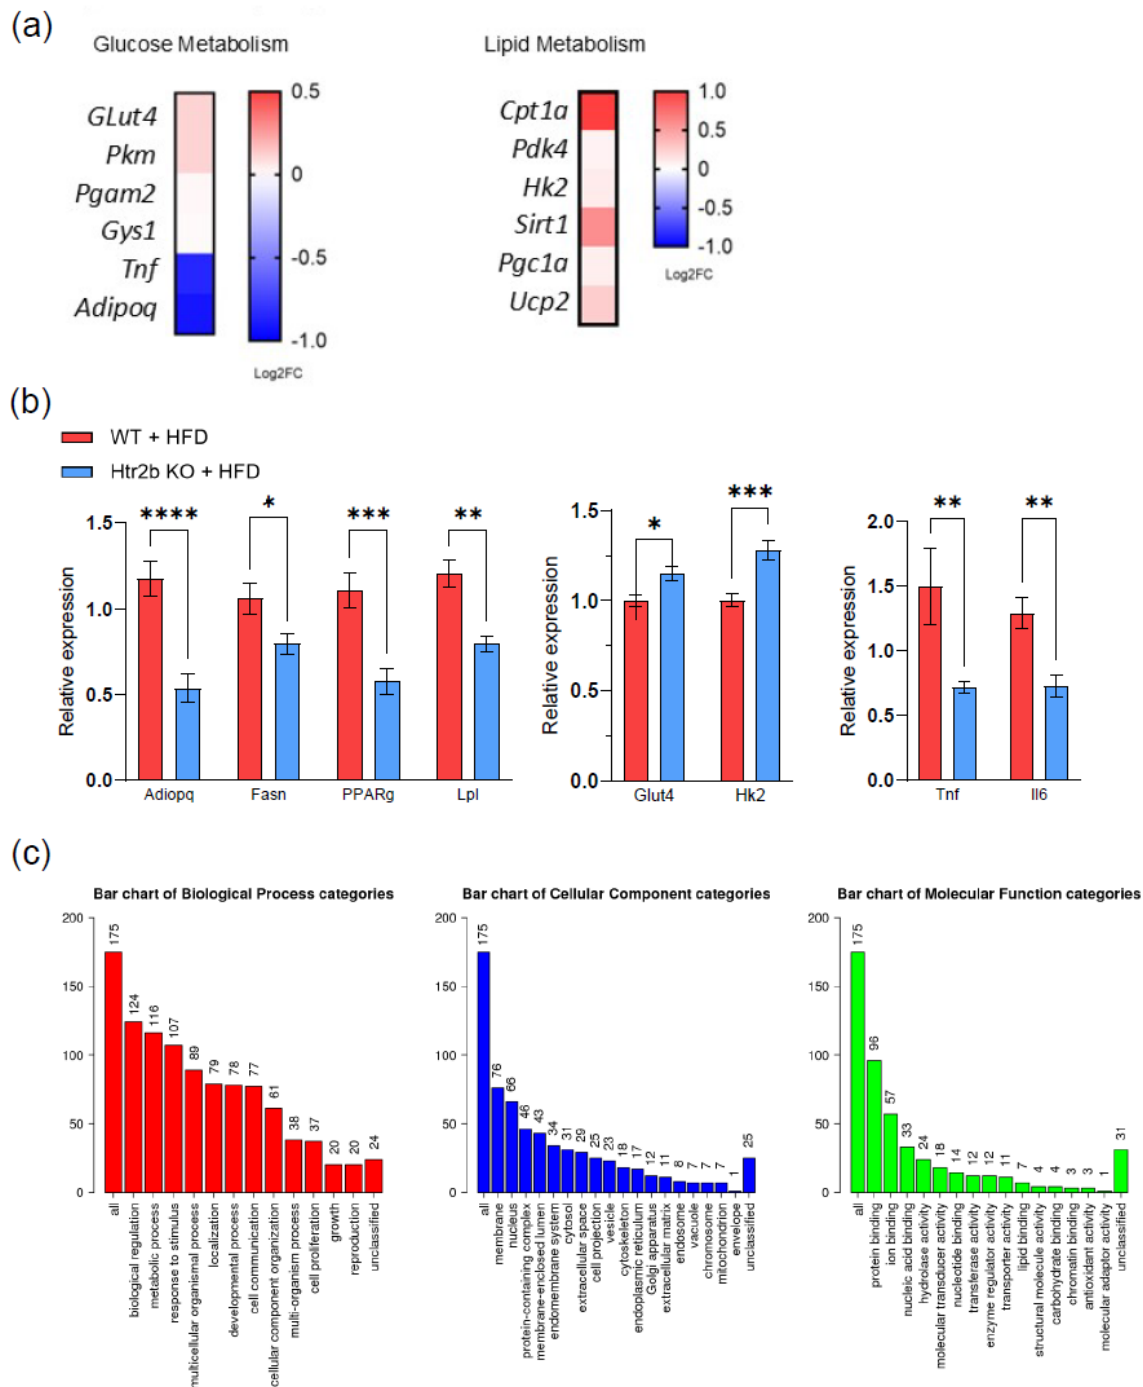

**Supplementary Fig. 5.** (a) Heatmaps of DEGs involved in glucose metabolism (left) and lipid metabolism (right). Genes are plotted based on log2 fold change (Log2FC), with upregulated genes in red and downregulated genes in blue. (b) The mRNA expression of the indicated genes was determined by real-time PCR in quadriceps muscles from WT and *Htr2b* MKO mice. (c) Gene ontology (GO) analysis of DEGs across biological processes (BP, red), cellular components (CC, blue), and molecular functions (MF, green).

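Of the 6 glucose metabolism genes and 6 lipid metabolism genes of this panel, all but *Tnf* were tested here, and none passed an adjusted P of 0.05 in edgeR's test over the 7 libraries or over all 8. *Adipoq*, which encodes adiponectin and lies on chromosome 16 from 23146536 to 23158028 of GRCm38, changed most among the genes tested, from 31.1 ± 8.33 CPM (SD, n = 4) in WT mice to 14.7 ± 5.83 CPM (SD, n = 3) in *Htr2b* MKO replicates 1 to 3. Its log2 fold change was -1.08 (standard error 0.26, adjusted P = 0.0858), and with the 22.0 CPM of *Htr2b* MKO replicate 4 it was -0.91 (standard error 0.26, adjusted P = 0.155). *Tnf* had 4 to 10 counts in WT libraries and 2 to 8 in *Htr2b* MKO libraries, with 8 in replicate 4, which is too few to test across all genes (2-sided exact permutation P = 0.0857 over the 7 libraries and 0.286 over all 8). Of the other genes, *Pkm*, *Pgam2* and *Gys1* had log2 fold changes of 0.0517, 0.0501 and 0.0419 over the 7 libraries. *Cpt1a*, *Pdk4* and *Ppargc1a* had log2 fold changes of 0.13, 0.0843 and 0.11. *Sirt1* was at -0.0518 over the 7 libraries and -0.00606 over all 8. *Ucp2* changed direction, from -0.00325 over the 7 libraries to 0.25 over all 8, with 29.1 CPM in *Htr2b* MKO replicate 4 against a mean of 16.3 CPM in the others.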

**Supplementary Table 1.** List of top 10 up-regulated and top 10 down-regulated DEGs genes from DEG analysis *Htr2b* MKO mouse muscle compared to WT mouse

| Gene name                   | Log2 FC      | p-value   | Adj.p-value |
|-----------------------------|--------------|-----------|-------------|
| <b>Up-regulated genes</b>   |              |           |             |
| Cfap91                      | 6.457092144  | 1.96E-08  | 8.41E-06    |
| Catsperg1                   | 2.114039279  | 4.21E-08  | 1.58E-05    |
| Actc1                       | 1.9098244    | 7.42E-114 | 1.08E-109   |
| Shisal1                     | 1.791572516  | 5.99E-07  | 0.000156045 |
| Sln                         | 1.523721057  | 6.79E-10  | 5.21E-07    |
| Plekhh1                     | 1.399361731  | 1.58E-05  | 0.002209143 |
| Gm10851                     | 1.289951299  | 9.16E-07  | 0.000208793 |
| Igfn1                       | 1.215757931  | 1.38E-05  | 0.002078647 |
| Ighg2c                      | 1.121340583  | 5.68E-12  | 1.04E-08    |
| Myh8                        | 1.078054266  | 1.45E-06  | 0.000312223 |
| <b>Down-regulated genes</b> |              |           |             |
| Ubd                         | -3.476773317 | 3.76E-10  | 3.43E-07    |
| Tph2                        | -3.149156595 | 3.41E-08  | 1.34E-05    |
| Ffar2                       | -1.960001938 | 5.59E-06  | 0.000982094 |
| 1700047G03Rik               | -1.716289856 | 1.06E-05  | 0.001667213 |
| Dkk3                        | -1.538540687 | 1.36E-43  | 9.94E-40    |
| Cd28                        | -1.204868901 | 1.74E-08  | 7.92E-06    |
| Tshr                        | -1.202449274 | 8.85E-06  | 0.001419235 |
| Cdh4                        | -1.054225011 | 4.11E-07  | 0.000113095 |
| Serpina3c                   | -0.914232149 | 4.27E-06  | 0.000798024 |
| Aldh1a7                     | -0.905716563 | 3.56E-05  | 0.004361912 |

How the deposited data were processed for this re-analysis (not part of the article)

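Skeletal muscle RNA of 4 WT and 4 *Htr2b* MKO mice on HFD was analysed, 1 library per mouse, as described at the introduction of the RNA-seq experiment. The authors deposited estimated counts per transcript, named by versioned Ensembl transcript identifiers and not normalized. Of the values above 0, 11.5% were whole numbers. The quantification program, its settings, the genome build and the annotation release are not named in the paper's text, which refers to an earlier paper for the analysis. The design fixed before the data were examined assumed counts per gene, and the values turned out to be estimates per transcript, so they were summed to genes and rounded to whole numbers before the count tests. Transcripts were matched without their version number, since only 13 identifiers matched GENCODE M21 with it. In all, 114276 transcripts matched 35530 genes, of which 22255 had at least 1 count, and the 1712 without a match were left out of library sizes and tests. Every per-library column could be assigned to a mouse. A change of annotation between releases can move a gene's sum, and genes that share sequence, such as paralogs and pseudogenes, can exchange estimated counts. Mitochondrial genes held 23.7% to 26.4% of the counts of a library.

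The comparison of *Htr2b* MKO with WT mice used edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood F test, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F value. Reactome sets, as shipped with fgsea 1.28.0, and gene lists were tested with camera and fry of limma 3.58.1, and the sets were also ranked by signal-to-noise of log2 CPM with a prior count of 2 and tested with fgsea. The 14 Reactome sets were chosen for names close to the pathways of Fig. 6c to 6e. The 10 lists are the lipogenesis and lipolysis genes of Fig. 6b and markers of adipocytes, slow fibers, fast fibers, developing and regenerating muscle, T and B lymphocytes, macrophages, fibroblasts and endothelium. The genes named in the text are those the paper names for this experiment, *Htr2b* and other serotonin pathway genes, members of a list or set that passed the threshold, and the 5 largest rises and 5 largest falls among genes that passed the threshold and whose 4 values in one group all lay beyond the 4 of the other. This rule was fixed before the data were examined, and 54 of these genes were tested, of which 1 is not reported here. Genes outside it are named as chosen after their values were seen.

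Alternatives were DESeq2 1.42.0 (the paper names version 1.32.0), other scalings and filters, the replicate number as a block, leaving out each library in turn, and, chosen after the data were seen, offsets for GC content and transcript length (a lowess trend with a span of 0.3), unmatched transcripts kept as features and combinations with *Htr2b* MKO replicate 4 left out. No pair of libraries was a duplicate, since chi-square statistics per degree of freedom were at least 9.98. The tests were tried on simulated counts with the means and library sizes of the real libraries, no length trend and 200 genes changed by a known fold. All 200 changed by the same fold, up or down. edgeR over 8 libraries gave them median log2 fold changes of 1.02 and -0.996, and the recoveries hold for changes of that size. edgeR recovered 89.0% of the changed genes over 8 libraries, with 6.32% of its calls false, and 83.0% over 7, and DESeq2 recovered 89.0% with 10.1% false. Python 3.11.15 was used for the matching. *Xist*, *Gm10851* and *1700047G03Rik* were not analysed here.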

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

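The test of chance over the splits of all 8 libraries was chosen before the data were examined, and so were those of adipocytes, of developing and slow fibers, of the DNA around *Htr2b*, of sex and of depth. The tests of transcript length, of *Htr2b* MKO replicate 4, of B cell genes, of the splits of 7 libraries and of the gene sets over the splits were chosen after their results were seen.

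In 12 of 110 groups of 4 libraries, 1 library lay far from the other 3, where 5.50 would be by chance. *Htr2b* MKO replicate 4 was that library for *Hk1* (highest, 11.98 CPM against 10.47 to 10.72), *Hk2* (lowest, 194 CPM against 222.1 to 226.3), *Dkk3* (highest, 34.53 CPM against 14.81 to 16.66) and *Itgad* (highest, 0.4391 CPM against 0.1139 to 0.1515). *Htr2b* MKO replicate 2 was highest for *Pgam2* (1819 CPM against 1459 to 1495) and *Htr2b* MKO replicate 3 for *Plekhh1* (3.646 CPM against 0.2395 to 0.8212). Among WT libraries, replicate 1 was lowest for *Gpat3* (2.953 CPM against 3.645 to 3.747) and highest for *Actc1* (148 CPM against 113 to 116.2). WT replicate 2 was highest for *Plekhh1* (0.4358 CPM against 0.1942 to 0.2076). WT replicate 3 was lowest for *Adipoq* (18.6 CPM against 34.38 to 35.66) and highest for *Sirt1* (9.05 CPM against 7.725 to 7.847) and *Cdh4* (33.67 CPM against 21.31 to 22.99). Each of these values concerns 1 gene in 1 library, and no biological explanation was tested.

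Of the genes called when *Htr2b* MKO replicate 4 was left out, 147 could be placed in that library. It lay beyond all WT libraries, on the side of the other *Htr2b* MKO libraries, for 119 of them, which argues against a WT library with the wrong label. It lay within or beyond the range of the other *Htr2b* MKO libraries for 48 and within or beyond the WT range for 28. The median gene lay 0.64 of the way from the WT mean to the mean of the other *Htr2b* MKO libraries, where the same measure was 0.85, 1.03 and 0.89 for replicates 1, 2 and 3, each over the genes called without it. For replicates 1, 2 and 3 the other libraries included replicate 4, and the genes were fewer, at 52, 30 and 55. Part of the contrast with 0.64 may therefore come from the measure. Removing the trend of transcript length left the median of replicate 4 at 0.60, so that this trend alone does not account for the distance. A share of WT muscle RNA in the library cannot be told apart from weaker changes in this mouse. A fixed share would leave few genes within or beyond the range of the other *Htr2b* MKO libraries, and 48 genes lay there. It would also give similar fractions for all genes, but their interquartile range, 0.57, was not far above that of *Htr2b* MKO replicate 1, 0.44. Variation between mice in Cre excision was not tested, since *Htr2b* has too few counts.

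Among genes the paper does not discuss, *Abhd4* rose and *Itgad* and *Saa3* fell. The log2 fold change of *Abhd4* was 2.25 (from 1.93 to 2.53 with each library left out), but *Htr2b* MKO libraries ranged from 115 to 542 counts. The log2 fold changes of *Itgad* and *Saa3* were -2.65 and -2.24, from WT libraries with at most 44 and 30 counts. Each of the 3 genes lost its call in 5 or 6 of the 8 fits that left out a library. The spread between libraries limits the value of *Abhd4* and low counts limit those of *Itgad* and *Saa3*, and no biological explanation was tested.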

How the results depend on the processing

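Across all 8 libraries, 116 genes had an adjusted P under 0.05, 50 higher and 66 lower. DESeq2 gave 271 (108 higher, about 1.6e+02 lower), of which 115 were shared. Total counts without a normalization factor gave 70, with 38 higher and 32 lower, or 54.3% higher against 43.1% with TMM. A limit of 1.5-fold left 52. With DESeq2-type size factors, no filter or at least 10 counts in every library, 118, 110 and 113 genes passed. Leaving out 1 library gave from 28.0 to 148.0 genes, with 16.0 to 67.0 higher and 12.0 to 81.0 lower, and only leaving out *Htr2b* MKO replicate 4 raised the count. Fewer libraries lower the power of the test, which does not explain the rise without that replicate. How far lower power explains the falls is open. On simulated counts edgeR's calls went from 190 over 8 libraries to 178 over 7. The simulated changes were large, with median log2 fold changes of 1.02 and -0.996. Of the 116 real calls, only 52 changed by more than 1.5-fold. The simulation therefore does not show how many smaller changes are lost with a library. Chosen after the data were seen, GC and length offsets gave 82 genes (75 shared), DESeq2 without *Htr2b* MKO replicate 4 gave 288 (about 1.1e+02 higher, 176 lower), offsets without that replicate gave 153 and keeping unmatched transcripts gave 101. Except where stated, the cause was not tested.

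The correlations of deviations between same-numbered libraries were 0.0902, -0.0492, 0.0658 and 0.122, which shows no strong pairing by replicate number. They were not compared with those of differently numbered libraries, so weaker pairing stays open. With the replicate block, 114 genes passed (42 higher, 72 lower), 81 of them shared, *Cebpd* was at -0.00130 and the adjusted P of Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell was 0.875, both in the other direction.

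Of 14 Reactome sets, 2 passed in camera. With 1 library left out, 0.0 to 2.0 passed (0 without WT replicate 1, 1 without *Htr2b* MKO replicate 1 or 4). Offsets left 1, with and without *Htr2b* MKO replicate 4, which over all 8 libraries was Striated Muscle Contraction (adjusted P = 0.0297 in camera). The preranked GSEA over all 8 also left 1, but a different one, Respiratory electron transport (adjusted P = 0.00133). Striated Muscle Contraction had an adjusted P of 0.196 there. With fry and with an estimated correlation, 0 sets were left. Of 10 gene lists, 6 passed, with 4.0 to 7.0 when 1 library was left out, 2 by fry, 0 with an estimated correlation and 3 by GSEA. Respiratory electron transport lost its upward shift with offsets, with an adjusted P of 0.909 and, without *Htr2b* MKO replicate 4, 0.403, both downward.

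The genes given here changed direction and were far from the threshold. Their log2 fold changes over the 8 fits that each left out a library were: *Acaca* from -0.0851 to 0.0244, *Cebpd* from -0.33 to 0.21, *Adrb3* from -0.19 to 0.17, *Acot11* from -0.0930 to 0.0864, *Pkm* from -0.0314 to 0.0576, *Pgam2* from -0.0516 to 0.0611, *Gys1* from -0.0138 to 0.0493, *Pdk4* from -0.0213 to 0.20, *Sirt1* from -0.0518 to 0.0510, *Ppargc1a* from -0.0304 to 0.11, *Ucp2* from -0.00325 to 0.37 and *Htr7* from -0.21 to 0.0467. With offsets, *Acaca* was at 0.0269, *Acot11* at 0.0216, *Pkm* at -3.43e-04, *Pgam2* at -0.0293 and *Sirt1* at 0.0118. With offsets and without *Htr2b* MKO replicate 4, *Acaca* was at 0.0609, *Cebpd* at -0.31 and *Acot11* at 0.0268, and with DESeq2 without that replicate *Acaca* was at 0.0256, *Cebpd* at -0.32 and *Ucp2* at -0.00235. The sets that changed direction had adjusted P values over the leave-one-out fits as follows: Muscle contraction from 0.320 to 0.733, Mitochondrial Fatty Acid Beta-Oxidation from 0.320 to 0.962, Translocation of GLUT4 to the plasma membrane from 0.489 to 0.973, Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell from 0.320 to 0.906, the lipolysis list from 0.291 to 0.991, fast fibers from 0.201 to 0.885, macrophages from 6.88e-05 to 0.765. Translocation of GLUT4 to the plasma membrane with offsets and without *Htr2b* MKO replicate 4 had 0.684, Muscle contraction by GSEA 0.456, and T and B lymphocyte markers 0.633 with at least 10 counts in every library and 0.151 by GSEA. The cause was not tested. Over the named genes and the leave-one-out fits, 44 values lost their call, 5 gained one and 22 changed direction. Among the genes of Supplementary Table 1, *Dkk3* lost its call in 7 of the 8 fits and *Ubd* and *Tph2* each in 6. *Shisal1* lost its call in 5 fits and *Cdh4* in 3.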

Differences from the paper's values

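All values are log2 fold changes of *Htr2b* MKO against WT mice, the paper's from Supplementary Table 1 unless stated. A value was counted as different if its sign was opposite to the paper's. It was also counted if the gap was larger than the gene's standard error over all 8 libraries. That error was used for every setting, those with fewer libraries included. *Cfap91* was at 3.56 against the paper's 6.46, and none of the alternatives set before the data were examined closed the gap. *Tph2* was at -2.31 against the paper's -3.15, *Dkk3* at -1.22 against -1.54 and *Tshr* at -0.72 against -1.20. Of the alternatives set before the data were examined, only leaving out *Htr2b* MKO replicate 4 brought each of these within its error, at -2.85, -1.59 and -0.98. DESeq2 or offsets with that replicate left out, chosen after seeing the values, did the same. With *Htr2b* MKO replicate 4 left out in edgeR, *Shisal1* (2.24 against the paper's 1.79), *Ffar2* (-2.74 against -1.96), *Cdh4* (-1.26 against -1.05) and *Aldh1a7* (-1.61 against -0.91) moved beyond their errors, and *Plekhh1* (2.72) and *Igfn1* (1.93) moved further from the paper's values given below. Of the 18 genes of the table that were tested, 8 differed from the paper over the 7 libraries and 8 over all 8. *Ubd* was at -2.87 against the paper's -3.48, and leaving out *Htr2b* MKO replicate 4 (-3.67), *Htr2b* MKO replicate 1 (-2.99), WT replicate 1 (-2.95) or WT replicate 3 (-3.09) closed the gap, as did the replicate block. Chosen after seeing the values, offsets, and DESeq2 or offsets with *Htr2b* MKO replicate 4 left out, also closed it.

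*Plekhh1* was at 2.38 against the paper's 1.40, and only leaving out *Htr2b* MKO replicate 3 (1.18) or the replicate block closed the gap. *Igfn1* was at 1.66 against the paper's 1.22, and leaving out WT replicate 2 (1.496), *Htr2b* MKO replicate 3 (1.22) or the replicate block closed it. *Cd28* was at -1.38 against the paper's -1.20, and leaving out WT replicate 1 (-1.33) or *Htr2b* MKO replicate 2 (-1.34) closed it. In Supplementary Fig. 5a, read by eye, *Pkm* is about 0.1, *Cpt1a* about 1.0 and *Sirt1* about 0.5. The values here were 0.0128, 0.12 and -0.00606. For *Pkm*, leaving out WT replicate 3, *Htr2b* MKO replicate 1 or *Htr2b* MKO replicate 4 closed the gap, as did DESeq2 or offsets with *Htr2b* MKO replicate 4 left out, chosen after seeing the values. For *Cpt1a* and *Sirt1* none of the alternatives set before the data were examined closed the gap. Over all 8 libraries *Slc2a4* and *Ucp2* did not differ from that figure, read by eye at about 0.1 and about 0.2. With *Htr2b* MKO replicate 4 left out they passed the limits of 0.0597 and 0.189 narrowly, at 0.16 and -0.00325. The reading by eye is coarse, so the gaps of *Pkm*, *Slc2a4* and *Ucp2* cannot be told apart from errors of reading.

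The paper's table lists *Plekhh1*, *Igfn1*, *Ighg2c*, *Myh8*, *Ffar2*, *Serpina3c*, *Tshr* and *Aldh1a7* among its DEGs, and edgeR over all 8 libraries did not call them. DESeq2 over all 8 called *Plekhh1*, *Igfn1*, *Ighg2c*, *Myh8* and *Serpina3c*. The replicate block and the fit with no filter also called *Igfn1*. Leaving out *Htr2b* MKO replicate 4 called *Igfn1*, *Ighg2c*, *Myh8* and *Ffar2*, as did offsets with that replicate left out, chosen after seeing the values. DESeq2 with that replicate left out, also chosen after seeing the values, called all of these but *Tshr*. The paper describes glucose metabolism genes as upregulated, and cites real-time PCR beside the RNA-seq, which was not examined here. All of *Slc2a4*, *Hk1* and *Hk2* were higher here, and none passed when adjusted over all genes. Their unadjusted P over the 7 libraries was 0.0174, 0.0264 and 0.0123 by edgeR, so the difference from the paper may lie in the adjustment. Adjusted over the genes of Fig. 6b alone, *Hk1* passed over all 8 libraries but not over the 7 (adjusted P = 0.0495). It describes the myogenesis set as positively enriched, while the Reactome set Myogenesis, which holds other genes, was shifted downward without passing.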

Other observations

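Of the tests below, those over the splits of all 8 libraries and those of adipocytes, developing and slow fibers, flanking DNA, sex and depth were chosen before the data were examined, and the tests of transcript length, of neighboring genes as a sign of linked strain DNA, of B cell genes, of the splits of 7 libraries and of the gene sets over the splits were chosen after the result was seen. The count of neighboring pairs was planned, but what it would show was written after its result was seen.

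The real grouping gave 116 genes, and 1 of the 35 splits of the 8 libraries into 4 and 4 gave as many, which was the real one. The other 34 gave at most 4, and 29 of them gave 0. Without *Htr2b* MKO replicate 4, the real split gave 148 and 1 of 35 gave as many. Depth and sex did not divide the groups. The median total of the *Htr2b* MKO libraries was 1.013 times that of the WT libraries, with overlapping ranges, and the lowest count of *Ddx3y*, a Y chromosome gene, was 1140 over the 8 libraries, so that all are male. In the tests of position 1 called gene was left out by hand as an identical copy of another, which can lower the count of neighboring pairs. None of the other 115 called genes lay within 10 Mb of *Htr2b*, where 94 genes were tested and 0.807 were expected (1-sided permutation P = 1.00). Calls were thus not in excess around the floxed allele. With so few expected, a small effect of DNA around it stays open. Called genes were neighbors of each other in 1 pair (*Shc2* and *Odf3l2*, chosen after their values were seen) where 0.971 were expected, with a 1-sided permutation P of 0.624.

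The gene sets were less clear. Across the 35 splits, 18 gave as many as the 2 Reactome sets that passed, and 5 gave as many as the 6 gene lists that passed. Such counts from camera with a fixed correlation could arise from correlated genes in any split. Taken one at a time, the split counts were 1 of 35 for the lipogenesis list, 1 for the developmental muscle list, 2 for Striated Muscle Contraction, 9 for adipocyte markers, 10 for endothelial markers, 14 for slow fibers, 19 for fibroblasts and 19 for Respiratory electron transport, with no adjustment for looking at 24 sets. T and B lymphocyte, macrophage, fast fiber and lipolysis lists did not pass (adjusted P = 0.619, 0.122, 0.619 and 0.619 in camera). Fibroblast markers shifted upward and endothelial markers downward in camera (adjusted P = 0.0329 and 0.00417), and neither passed under fry. The 2 lists whose split count was 1 are the 2 that passed under fry. Both hold genes that the paper shows for this experiment, all 10 of the lipogenesis list and *Actc1*, *Sln* and *Myh8* of the developmental list, so that chance cannot be told apart for either list, as the genes could have been picked for their difference. Without these 3 genes, 3 of the 35 splits gave a P as small for the developmental list, so that chance stays open for its other genes too.

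Called genes differed in transcript length, with a median of 1879.5 bases for those higher, 4094 for those lower and 2927 for all tested. Fold changes fell with length across genes, which are not independent replicates (Spearman rho = -0.132 over the 7 libraries and -0.233 over all 8). The trend was strongest in WT replicate 1 (rho = 0.378) and *Htr2b* MKO replicate 4 (rho = -0.316). With offsets that removed it, 75 of the 116 genes were still called over all 8 libraries, and 134 of 148 over the 7. This argues against length as the cause of those still called. For the 41 of the 116 that were lost, a length bias stays open. On simulated counts over 8 libraries, the fit with offsets recovered 89% of the changed genes, as did the fit without. Those counts were simulated without a length trend. They therefore do not show whether the offsets cost power in the real libraries, these 41 genes included.

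Hypotheses were tested for the lower lipogenic genes and the higher developmental genes. Fewer adipocytes in the dissected pieces would lower adipocyte markers together. These shifted downward in camera and in preranked GSEA but not in fry, whose P was 0.138, and *Cfd* among them rose, so that a lower share of adipocytes cannot be told apart from lower lipogenesis within fibers. Developing or regenerating fibers may explain part of the higher *Actc1*, *Sln* and *Myh8*: the other genes tested of that list shifted upward as a set, with a fry P of 0.024, although 3 of the 35 splits gave as small a camera P. Without *Htr2b* MKO replicate 4 the fry P was 0.00441. This test could have come out the other way and was set before the data were examined. The list does not separate regeneration from other states in which fibers express developmental genes. *Mymk*, with 1 to 2 counts in WT and 5 to 19 in *Htr2b* MKO libraries, was higher in all 4 (2-sided exact permutation P = 0.0286, the smallest that 4 against 4 allow; adjusted over 10 genes 0.286). A different share of slow fibers cannot be told apart: their genes had a median log2 fold change of 0.45, all 10 higher, but 0.16 without *Htr2b* MKO replicate 4, where the log2 fold change of *Actc1* was 2.09. That drop rests on 1 library.

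*Htr2b* MKO replicate 4 stood apart on the first principal component (25.2% of the variance), at 37.0 against -19.2 to 8.38 for the other libraries. Chosen after their values were seen, several B cell genes were higher in it: *Igkc* had 360 counts against at most 47 in the others, and *Jchain* 66 against at most 16. *Ighm*, the most abundant of the 3, was lowest in it, at 2997 counts. Of the 20 genes of the lymphocyte list, 10 were highest in this library, and 14 had at most 30 counts in every library. Lymphoid tissue in the dissected piece cannot be told apart from B cells within this muscle, since either would raise these genes and only 1 library shows it, and the high level of *Ighm* in all libraries would hide a small share of either. Of the 20 serotonin pathway genes listed, 5 were tested and all 5 were lower in both comparisons. *Tph2*, given above with its low counts, was the only one to pass in both, with log2 fold changes of -2.85 over the 7 libraries and -2.31 over all 8. *Maob* passed over the 7 libraries only, with log2 fold changes of -0.42 (adjusted P = 0.0100 by edgeR without *Htr2b* MKO replicate 4) and -0.34 (adjusted P = 0.0960 over all 8). Of 13479 genes, 1065 did not overlap between the groups, where 2.86% would by chance.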
